# O-linked β-N-acetylglucosamine transferase plays an essential role in heart development through regulating angiopoietin-1

**DOI:** 10.1371/journal.pgen.1008730

**Published:** 2020-04-06

**Authors:** Yongxin Mu, Houzhi Yu, Tongbin Wu, Jianlin Zhang, Sylvia M. Evans, Ju Chen

## Abstract

O-linked N-acetylglucosamine (GlcNAc) transferase (OGT) is the only enzyme catalyzing O-GlcNAcylation. Although it has been shown that OGT plays an essential role in maintaining postnatal heart function, its role in heart development remains unknown. Here we showed that loss of OGT in early fetal cardiomyocytes led to multiple heart developmental defects including hypertrabeculation, biventricular dilation, atrial septal defects, ventricular septal defects, and defects in coronary vessel development. In addition, RNA sequencing revealed that Angiopoietin-1, required within cardiomyocytes for both myocardial and coronary vessel development, was dramatically downregulated in cardiomyocyte-specific OGT knockout mouse hearts. In conclusion, our data demonstrated that OGT plays an essential role in regulating heart development through activating expression of cardiomyocyte Angiopoietin-1.

## Author summary

As the first functional organ to form, the heart develops from a simple tube to a complex organ with four chambers to keep up with the body’s increasing demand for blood. During this period, myocardium, the major component of heart, undergoes substantial dynamic architectural remodeling at different levels. This remodeling also coincides with coronary vessel development to form a functional heart. Defects in architectural remodeling of myocardium or coronary vessel development can lead to anatomical changes during heart development, resulting in congenital heart disease. O-linked N-acetylglucosamine (GlcNAc) transferase (OGT) is the only enzyme catalyzing protein O-GlcNAcylation using UDP-GlcNAc, the end product of the hexosamine biosynthetic pathway. Hence, OGT is also considered a sensor of cellular nutrient levels. In this study, we found that loss of OGT in myocardium disrupted myocardial remodeling, as well as coronary vessel development, through regulating Angiopoietin-1 expression. Our study not only demonstrates an essential role for myocardial OGT during heart development, but also has potential implications for the development of new treatment options targeting coronary diseases.

## Introduction

O-GlcNAcylation is a post-translational modification that occurs by the addition of single O-linked β-N-acetylglucosamine (O-GlcNAc) moieties to serine or threonine residues, in a manner analogous to that of protein phosphorylation. In contrast to the existence of hundreds of kinases and phosphatases, O-GlcNAc transferase (OGT) and O-GlcNAcase (OGA) are the only enzymes responsible for addition and removal of O-GlcNAc respectively [1, 2]. Since O-GlcNAcylation was first reported, more than one thousand proteins have been shown to be O-GlcNAcylated. O-GlcNAcylation affects diverse cellular and molecular processes, including protein-protein interactions, transcriptional regulation, autophagy, cell proliferation and apoptosis, and insulin sensitivity [3–5].

Since the heart shows relatively high levels of OGT activity, and a number of essential cardiac proteins are O-GlcNAcylated, the function of O-GlcNAc in adult heart has been extensively studied [6, 7]. Global increases in O-GlcNAcylation have been reported in heart samples of patients with aortic stenosis, and similar observations have been made in rat models of heart failure induced by hypertension, myocardial infarction, or aortic constriction [8]. Data from both in vitro and in vivo models suggest that increased O-GlcNAcylation plays a cardioprotective role in settings of acute cardiac dysfunction, such as ischemia-reperfusion and trauma-hemorrhage, while O-GlcNAcylation may show deleterious effects on cardiac function in chronic conditions such as diabetic cardiomyopathy [6]. Deletion of OGT in adult mouse heart accelerates the progression of ischemia-induced heart failure without affecting cardiomyocyte size [9]. In addition, constitutive deletion of cardiomyocyte OGT causes partial perinatal lethality, and surviving knockout mice showed heart failure with more fibrosis, apoptotic cells and hypertrophy [10]. However, the role of OGT and O-GlcNAcylation during early heart development remains unclear.

Angiopoietin-1 (Angpt1) is the first identified member of the angiopoietin family and the major ligand for Tie2, an essential tyrosine kinase largely restricted to endothelial cells [11–13]. As one of the major communication signaling pathways between endothelial cells and vascular support cells, Angpt1/Tie2 signaling is required for the maintenance of endothelial cell quiescence, pericyte recruitment and maturation of vessels [14]. Cooperating with VEGF signaling, Angpt/Tie2 signaling controls sprouting angiogenesis, vascular remodeling and transition from quiescent to activated endothelial cells [11, 12]. Both Angpt1 global and cardiac specific knockout mice exhibit embryonic lethality with dramatic anomalies in heart trabeculation [13, 15, 16]. Cardiomyocyte specific Angpt1 knockout embryos also show severe defects in coronary vessel development [15]. Although cardiomyocyte Angpt1 is essential for heart development, the regulation of Angpt1 expression in cardiomyocytes is still largely unknown.

In this study, we found that loss of OGT in early fetal cardiomyocytes causes dilated biventricular non-compaction together with multiple heart developmental defects. Development of coronary vessels, in particular coronary arteries, is also affected by loss of cardiomyocyte OGT. RNA sequencing revealed that Anpgt1 was dramatically downregulated in cardiomyocyte specific OGT knockout mouse hearts, consistent with heart developmental defects observed consequent to loss of OGT. In conclusion, our data shows that OGT plays an essential role in heart development, in part through regulating Angpt1 expression.

## Materials and methods

### Ethics statement

All animal procedures were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of the University of California, San Diego with approved protocol # S01049.

### Animal models

*Ogt*^flox/flox(f/f)^ mouse was purchased from Jackson Lab (Stock No:004860 | OGTF). To generate cardiomyocyte-specific OGT KO mice, floxed mice were crossed with cardiac *Troponin T* (*TnT)-Cre* transgenic mice [17] to create *Ogt*^f/y^; *TnT-Cre* (cKO) mice. All mice were of a mixed 129/SvJ and C57BL/6J background. NKX2-5 knockout mouse was described in previous report [18]. Genotypes of mice were confirmed by polymerase chain reaction (PCR) analysis using embryonic yolk sac or tail extracts and *Ogt* primers (forward: 5’-CATCTCTCCAGCCCCACAAACTG-3’, reverse: 5’-GACGAAGCAGGAGGGGAGAGCAC-3’), *Cre* primers (forward: 5’-GTTCGCAAGAACCTGATGGACA-3’; reverse: 5’-CTAGAGCCTGTTTTGCACGTTC-3’) and *NKX2-5* primers (forward: 5’- CGGCATAGGACCAGAGTGATA-3’, reverse: 5’- TCCCTGAACATGTCCATCAGGTTC-3’).

### Histology

Histology was performed as previously described[19]. Briefly, mouse embryos were harvested at different stages and fixed in ice-cold phosphate buffered saline (PBS) containing 4% paraformaldehyde overnight at 4°C. Following fixation, embryos were washed with PBS, dehydrated with a series of 50–100% ethanol, embedded in paraffin, and cut into 8-μm sections using a Microtome. Sections were stained with Hematoxylin and Eosin (H&E), mounted, and imaged using a NanoZoomer 2.0HT Slide Scanning System (Hamamatsu).

### Protein Isolation, Western Blot Analyses and associated antibodies

Protein isolation and western blot analysis were performed as described in our previous publication [19]. Briefly, embryo hearts were harvested and snap-frozen in liquid nitrogen. Frozen heart tissue was homogenized in 80 μL RIPA buffer (50 mM Tris⋅Cl, pH 7.4, 150 mM sodium chloride, 1% Nonidet P-40, 0.1% SDS, 0.5% sodium deoxycholate, 1 mM EDTA) using a handheld pestle (Sigma-Aldrich). Protein concentration was determined using a Micro BCA Protein Assay Kit (Thermo Fisher Scientific) before mixing with 4× lithium dodecyl sulfate (LDS) sample buffer (Life Technologies) and incubating for 10 min at 70°C. Proteins were separated on 4–12% SDS-PAGE gels (Life Technologies) and transferred on to nitrocellulose membranes (Biorad) at 4°C at a constant voltage of 35V in transfer buffer (25 mmol/L Tris, 190 mmol/L glycine, 20% methanol, pH 8.3). After blocking for 1–2 hours in blocking buffer (Tris buffered saline containing 0.1% Tween 20 and 5% non-fat dry milk), membranes were incubated overnight at 4°C with the indicated primary antibody in blocking buffer. Blots were washed and incubated with horseradish peroxidase–conjugated secondary antibody for 1 hour at room temperature. Immunoreactive protein bands were visualized using enhanced chemiluminescence reagent (Thermo), analyzed by densitometry, and expressed as pixel density normalized to GAPDH. Primary antibodies include: OGT (1:1000, 61355, Active Motif), RL2 (1:5000, MA1-072, Thermo Fisher), and GAPDH (1:4000; sc-47724, Santa Cruz). Secondary antibodies: anti-mouse (1:4000; Dako), anti-rabbit (1:4000; Dako), NKX2-5 (1:1000, SC8697, Santa Cruz Biotech).

### Immunofluorescent Microscopy and associated antibodies

Mouse embryos or embryonic hearts were harvested at different stages and fixed in ice-cold PBS containing 4% paraformaldehyde overnight at 4°C. Fixed embryos were washed with PBS, then saturated in a 5, 10, 15, and 20% sucrose series in PBS, embedded in OCT Tissue-Tek mixed with 20% sucrose (1:1), and cut into 8-μm sections using a Leica CM 3050S cryostat (Leica Microsystems). Sections were permeabilized with wash buffer (PBS with 0.2% Triton 100), then blocked with blocking buffer (PBS with 1% BSA, 5% donkey serum, 0.2%Triton 100) for 1h at room temperature, followed by overnight incubation at 4°C with primary antibody diluted in blocking buffer. Sections were rinsed in wash buffer and incubated with fluorescently conjugated secondary antibodies and DAPI diluted in blocking buffer at room temperature for 1 hour, before rinsing and mounting in mounting buffer (Dako). Sections were imaged using an Olympus Fluoview FV1000 confocal microscope. Primary antibodies included: OGT (1:200, 61355, Active Motif), RL2 (1:300, MA1-072, Thermo Fisher), CD31 (1:150, 550274, BD Biosciences), NKX2-5 (1:50, SC8697, Santa Cruz Biotech), smooth muscle myosin heavy chain (1:200, BT-562, Alfa Aesar) and alpha actinin (1:400; 650931, Sigma), HIF1α (NB100-479, 1:200), TroponinT (Thermo Scientific, clone 13–11, 1:100).

### EdU incorporation assay and TUNEL staining

For EdU incorporation assay, pregnant female mice were given IP injection of EdU(Invitrogen) two hours prior to embryo dissection. After cryo-sectioning of embryo heart, EdU positive cells were detected according to manufacture’s introduction, which was followed by normal primary and secondary antibody incubation. Apoptotic cells in E12.5 heart sections were detected using TUNEL assay kit (Roche Cat. No. 11 684 795 910) according the manufacturer's protocol, witch was followed by immunostaining against alpha actinin to detect cardiomyocytes. Three embryos of each genotype were analyzed and at least five fields were analyzed for each section of the embryonic heart.

### Quantitative Real-Time PCR

Total RNA was isolated from homogenized embryonic hearts using TRIzol (Invitrogen) and reverse transcribed to cDNA using a Super Script III cDNA Synthesis Kit (Invitrogen), according to the manufacturer’s instructions. Complementary DNA amplicons were quantified by incorporation of SYBR Green probe (Biorad) into dsDNA. RT-PCR reactions were performed using Sso-Fast EvaGreen Real Time PCR (Bio-Rad) master mix in 96-well low profile PCR plates in the CFX96 Biorad Thermocycler. Samples were compared using the relative (comparative) Ct method after adjusting for *18s* RNA (ΔCt). Primers used in this study are listed in S2 Table.

### RNA Sequencing

Embryonic hearts at E11.5 were homogenized in TRIzol (Invitrogen) and total RNA was isolated according to the manufacturer’s instructions. cDNA libraries were prepared using an Illumina TruSeq stranded mRNA kit and subjected to deep sequencing. Reads were quality controlled with FastQC and mapped to the mm10 mouse reference genome with TopHat2 and Bowtie2. Differential expression of novel and reference transcripts was performed using Cuffdiff2. Resulting RNA-seq datasets can be accessed at GEO using accession number GSE146962.

### In Situ Hybridization

Whole-mount in situ hybridization was performed as previously described [15]. Briefly, embryos were fixed in pre-chilled 4% paraformaldehyde in phosphate-buffered saline at 4°C overnight, and subsequently subjected to RNA in situ analysis. The *Angiopoietin-1* in situ probe was generated from embryonic heart cDNA using the following primers: forward: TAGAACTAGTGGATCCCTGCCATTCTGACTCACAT, reverse: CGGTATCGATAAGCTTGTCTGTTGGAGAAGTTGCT.

### Pecam Whole Mount Staining

Whole mouse embryos or embryonic hearts were fixed in pre-chilled 4% paraformaldehyde in phosphate-buffered saline (PBS) at 4°C overnight. After washing with PBS, samples were dehydrated through serial methanol (form 25% to 100%), and then incubated in Dent’s bleach (methanol: dimethyl sulfoxide: 30%H2O2, 4:1:1) for 3 hours, followed by rehydration in serial methanol. After blocked in 3% skimmed milk, samples were then incubated with CD31 antibody (550274, BD Biosciences, dilution from 1:500 to 1:2000 depending on sample), and then followed by secondary antibody incubation. Then secondary antibody was detected by ABC kit (Vector Lab) and visualized using DAB substrates (Vector Lab) according to manufacture’s introduction.

### Ink injection

As described previously [20], Hearts were collected from mouse embryos at appropriate stages and dipped into heparinized PBS. Then, ink (Kiwa-Guro, Sailor, Japan) was gently injected from the ascending aorta using a glass micropipette. Samples were fixed in 4% paraformaldehyde solution and dehydrated in sequential ethanol solution. To clear samples, dehydrated samples were immersed in BABB (1:2 benzyl alcohol to benzyl benzoate).

### Statistical analysis

Data are presented as mean ± standard error of the mean (SEM). Statistical analysis was performed using Prism 6.0 software (GraphPad Software, La Jolla, CA), with two-tailed Student’s *t* test used for comparisons among groups as indicated. *P* values less than 0.05 were considered significant.

## Results

### Expression of OGT in embryonic and adult murine hearts

To investigate the expression pattern of OGT in heart at different stages, we performed immunostaining for transverse heart sections at different stages. We used an antibody against NKX2-5, a cardiomyocyte specific transcription factor, to distinguish cardiomyocytes and non-cardiomyocytes. As shown in Fig 1, images were taken from left ventricle compact zone for E12.5 and E16.5 hearts, and from left ventricle free wall myocardium for adult heart (Fig 1). At E12.5, OGT was mostly restricted to the nucleus in cardiomyocytes, while in non-cardiomyocytes OGT had a relatively higher expression in cytosol (Fig 1). At E16.5, OGT was still mostly restricted to the nucleus in cardimyocytes. However, non-cardiomyocytes started to express less OGT compared to cardiomyocytes (Fig 1). At 2 months of age (adult), OGT was almost exclusively localized to the nucleus of cardiomyocytes. In contrast, OGT appeared to be greatly downregulated in non-cardiomyocytes (Fig 1). Our data suggested that OGT is expressed in nucleus of cardiomyocytes through heart development, indicating its function in heart development.

**Fig 1:**
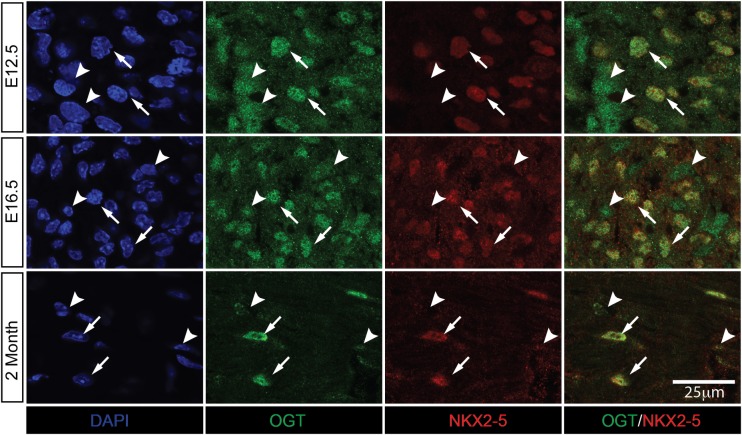
Nuclear localization of OGT in cardiomyocytes at different stages. Immunostaining of heart sections of E12.5, E16.5 embryos, and two months old mouse, with antibodies against OGT (green), NKX2-5 (red), and DAPI (blue).

### Cardiomyocyte specific deletion of OGT leads to neonatal lethality

A previous report showed that deletion of OGT using an alpha myosin heavy chain (*αMhc*) driven Cre affected postnatal viability [10], but there was variability in phenotypic severity. The variability could have arisen from the relatively late expression and low efficiency of *αMhc-Cre* as described in a recent review paper [21, 22]. To better explore the role of OGT during heart development, we crossed a *Troponin-T Cre* [17] (*TnT-Cre*) mouse line, which expresses Cre activity as early as E7.5 and gives high efficiency [17, 19, 22], with an *Ogt* floxed line to establish an early cardiomyocyte-specific OGT knockout mouse model (hereafter cKO). To confirm the efficiency of Cre-mediated ablation of *Ogt*, we performed both immunostaining and western blot analyses using a polyclonal antibody against OGT, and a monoclonal antibody against global O-GlcNAc modification (RL2). From immunostaining results, almost all NKX2-5 postive cardiomyocytes showed no signal for OGT in cKO hearts, while cardiomyocytes in control hearts showed strong nuclear staining for OGT. In contrast, NKX2-5 negative non-cardiomyocytes in both control and knockout hearts had similar levels of OGT signal. Similarly, RL2 staining was diminished in knockout myocardium compared to that in control myocardium (Fig 2A,S1 Fig). Western blot analyses using whole heart samples showed that levels of OGT protein and global O-GlcNAc were reduced by approximately 80% in cKO hearts when compared to control hearts (Fig 2B).

**Fig 2:**
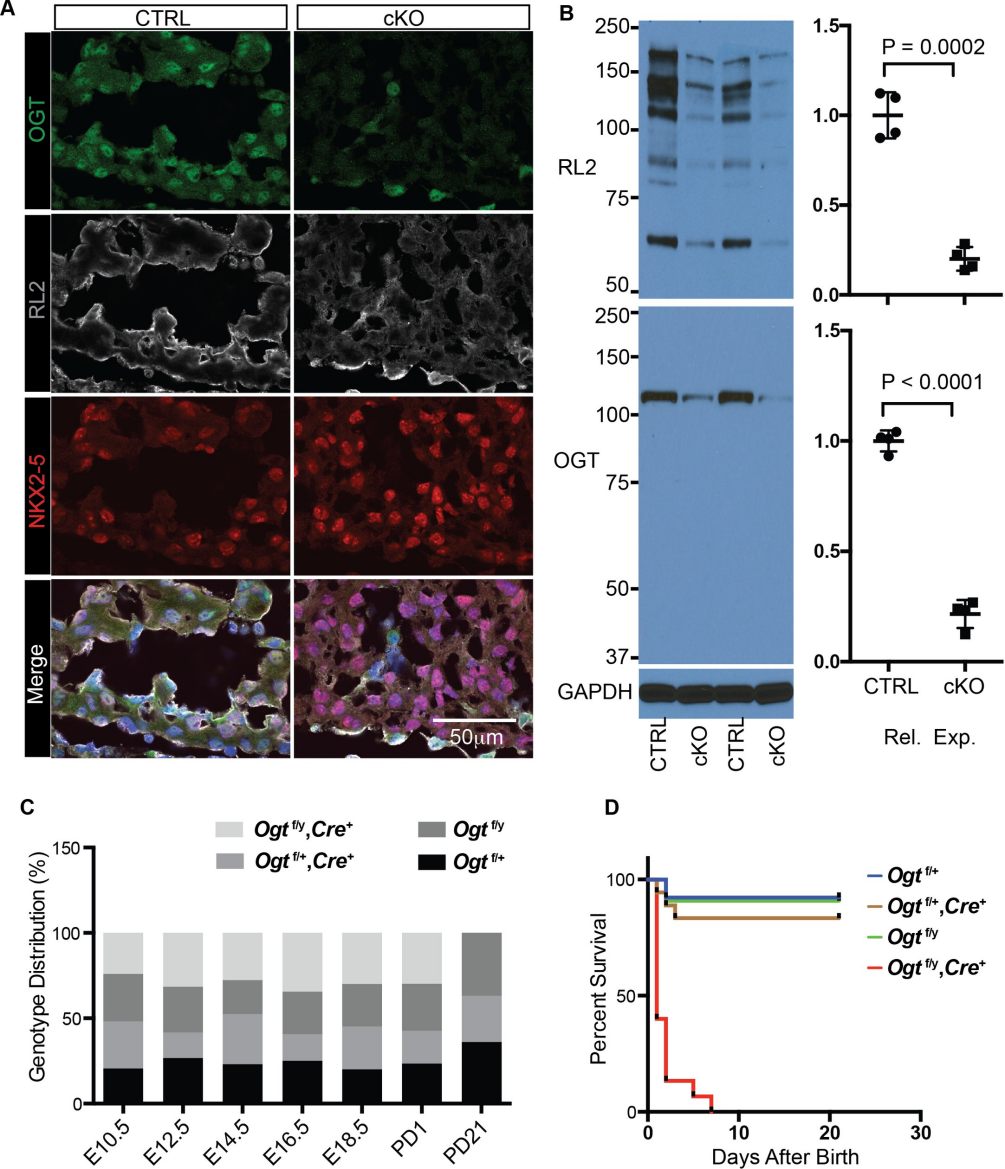
Efficient deletion of OGT in cardiomyocytes leads to postnatal lethality. **A**, Immunomicroscopic analysis of transverse sections of the heart of ctrl and cKO embryos at embryonic day E10.5, staining for OGT (green), O-GlcNAc (RL2, gray), NKX2-5 (red), and DAPI (blue). **B**, Western blot analysis of O-GlcNAc (RL2) and OGT of whole heart lysate from ctrl and cKO embryos at E14.5. N = 4 for each group. C, Genotype distribution (%) of embryos from *Ogt* ^f/f^ female and *TnT-Cre* male intercrosses at different stages. **D**, Postnatal surviving curve of mice with different genotypes.

Similar to, but more severe than previously reported [10], we did not recover any knockout mouse at weaning stages (Fig 2C and S1 Table). Genotypic analyses revealed that at E18.5 knockout embryos were still viable and recovered at expected Mendelian ratios. At postnatal day 1, although knockout mice were still observed at Mendelian ratios, nearly half of them (6 of 14) had died (Fig 2C and S1 Table). Further survival analysis showed that a majority of cKO mice (11 out 13) died two days after birth, and no knockout mice survived beyond 7 days after birth. These data suggested that ablation of OGT in cardiomyocytes led to postnatal lethality shortly after birth.

### Loss of OGT leads to dilated cardiomyopathy

When compared to control hearts at E16.5, cKO hearts showed dramatic morphological differences (Fig 3A). Both left and right atria of cKO hearts were smaller than those of control hearts, and showed an uneven surface. The height of knockout heart ventricles was smaller than that of control heart ventricles, whereas the width of knockout heart ventricles was larger than that of control heart ventricles. Histological analysis revealed that loss of OGT in cardiomyocytes caused multiple cardiac developmental defects, including dilated ventricles, atrial septal defects, membranous and muscular ventricular septal defects, reduced ventricular wall thickness, and increased trabecular area and thickness (Fig 3B). Careful quantification analysis confirmed reduced wall thickness, and increased trabecular area (Fig 3B). At the whole mount level, overall morphological differences were apparent by E12.5 (S2 Fig), with histological analyses revealing differences in wall thickness and trabecular thickness as early as E11.5 (S3 Fig). Collectively, those data suggested that OGT was essential for heart development, with loss of OGT in early cardiomyocytes leading to dilated cardiomyopathy with multiple cardiac defects.

**Fig 3:**
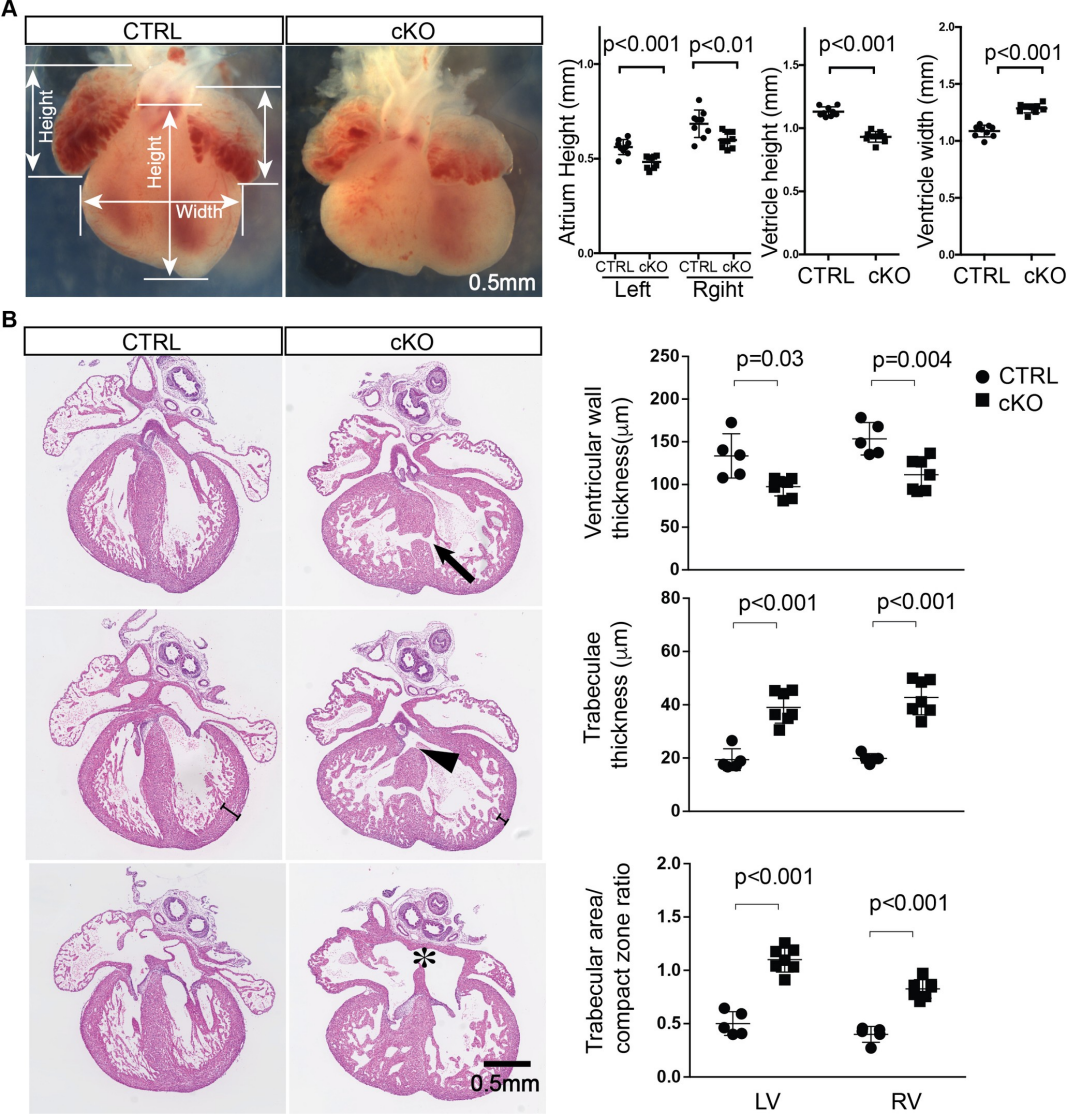
Loss of OGT in cardiomyocytes results in dilated cardiomyopathy with multiple heart developmental defects. **A**, Microscopic assessment of ctrl and cKO hearts at E16.5 (left panel), and quantitative analysis of atrial height, ventricular height and width (right panel). N = 5 for control group and N = 7 for cKO group. **B**, Histological evaluation with hematoxylin and eosin staining of ctrl and cKO hearts at E16.5 (left panel), arrowhead, arrow and asterisk indicates membranous ventricular septal defect (VSD), muscular VSD, and atrial septal defect (ASD) respectively. Quantitative comparison of ctrl and cKO heart ventricular wall thickness, trabecular thickness, and trabeculae/compact zone ratio are shown in right panel. N = 5 for control group and N = 7 for cKO group.

### Loss of OGT causes developmental defects in coronary vessel formation

From morphological and histological analyses, coronary arteries were barely evident in cKO hearts at E16.5 (Fig 3). To confirm this, angiography based on ink injections from the aorta were performed. This analysis further demonstrated that coronary artery formation was severely affected in cKO hearts (Fig 4A). In control hearts, coronary arteries were well formed and extended from the aorta to the apex, while in cKO hearts, the expansion of the coronary arteries was largely blocked. Larger vessels, which were clearly evident in control hearts, were largely absent in cKO hearts. Instead, there were many more small vessel branches formed in cKO hearts. Furthermore, immunostaining of serial heart sections using antibody against smooth muscle myosin heavy chain (smMHC), a marker of smooth muscle cells in large arterial vessels, confirmed that coronary artery formation was dramatically affected in cKO hearts. In control hearts, smMHC positive cells were detected throughout the ventricular walls. In contrast, in cKO hearts, smMHC positive cells were only detected at the area close to the heart base (Fig 4B). Although whole mount PECAM staining at E16.5 did not show differences in coronary vein development between control and cKO hearts (Fig 3C), whole mount PECAM staining of E12.5 and E13.5 hearts demonstrated that early coronary plexus formation was delayed by loss of OGT (Fig 4D). Our data suggested that loss of OGT in cardiomyocytes alters the development of coronary vessel, specially the development of coronary artery.

**Fig 4:**
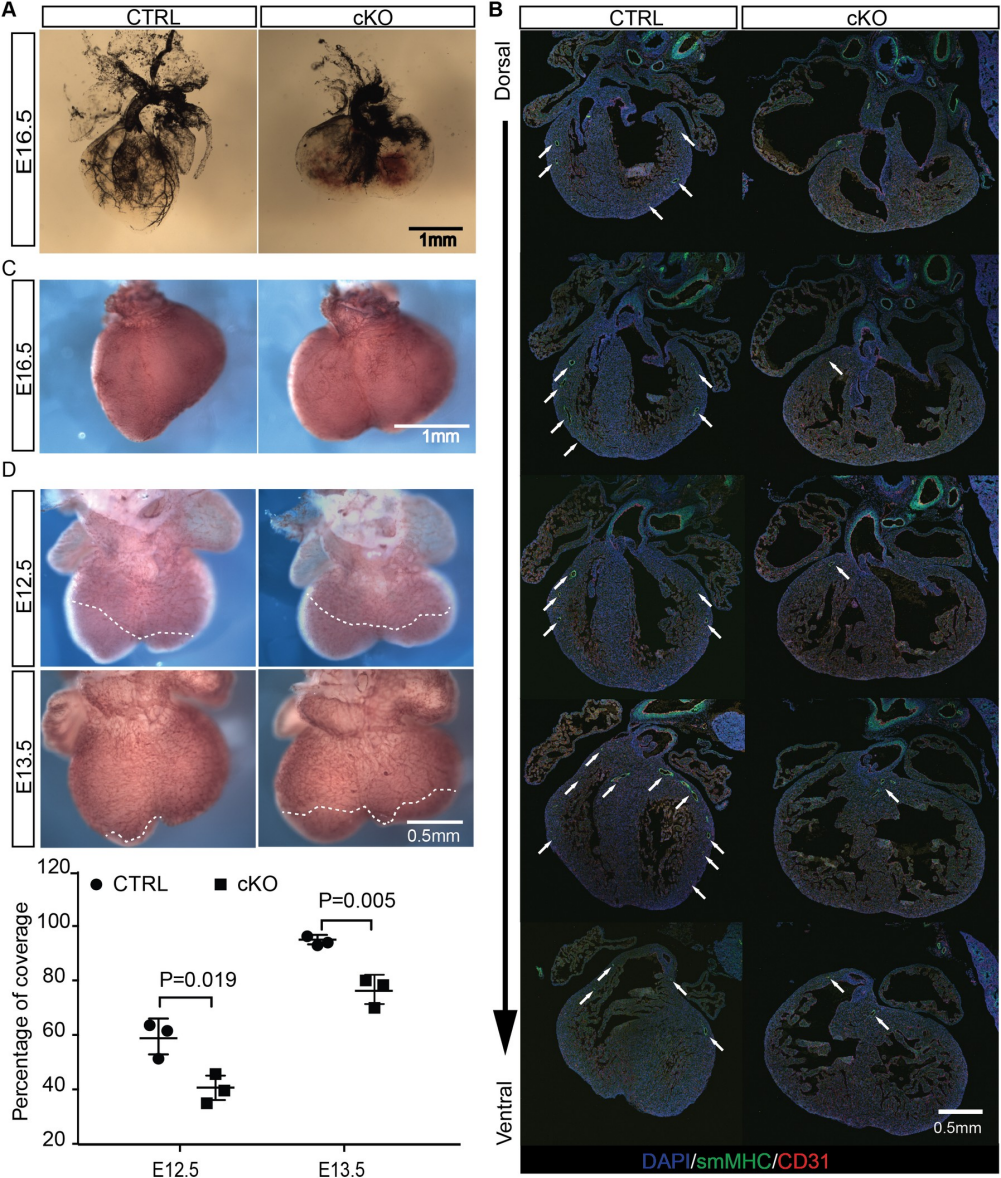
Loss of OGT alters coronary vessel development. **A**, Visualization of coronary arteries in ctrl and cKO hearts by ink injection at E16.5. **B**, Immunostaining of consecutive sections of ctrl and cKO hearts at E16.5 using antibodies against sm-MHC (green), CD31 (red), and DAPI (blue). **C**, Dorsal view of whole mount PECAM staining of E16.5 ctrl and cKO hearts. **D**, Dorsal view of whole mount PECAM staining of E12.5 and E13.5 ctrl and cKO hearts. The front line of coronary plexus is indicated by the dashed line (upper panel). The quantitative analysis of percentage of plexus coverage is shown in lower panel. N = 3 for each group.

### Cardiomyocyte proliferation, but not apoptosis, is affected by loss of OGT

As ventricular wall thickness and trabecular thickness were affected when OGT was deleted from early cardiomyocytes, we performed an EdU incorporation assay at E12.5 to investigate whether cardiomyocyte proliferation was affected or not. Consistent with observed phenotypes, proliferation assays showed that cardiomyoctye proliferation in both compact zone and ventricular septum was significantly reduced. In compact zone and ventricular septum of control hearts, the percentage of cardiomyocytes with EdU incorporation following two hours of labeling were 26.98 ± 2.118 and 31.69 ± 1.964, which was reduced to 15.25 ± 0.65 and 14.20 ± 0.511 respectively in cKO hearts (Fig 5A and 5B). However, the EdU incorporation rate was increased in trabeculae of cKO hearts (21.58±0.836%) compared to trabeculae of control hearts (13.21 ± 0.2978%) (Fig 5A and 5B). Furthermore, TUNEL staining did not show significant difference between control and cKO hearts (Fig 5C,S4 Fig). Taken together, those data indicated the decreased cardiomyocyte proliferation rather than abnormal apoptosis induced by loss of OGT contributed to those phenotype observed above.

**Fig 5:**
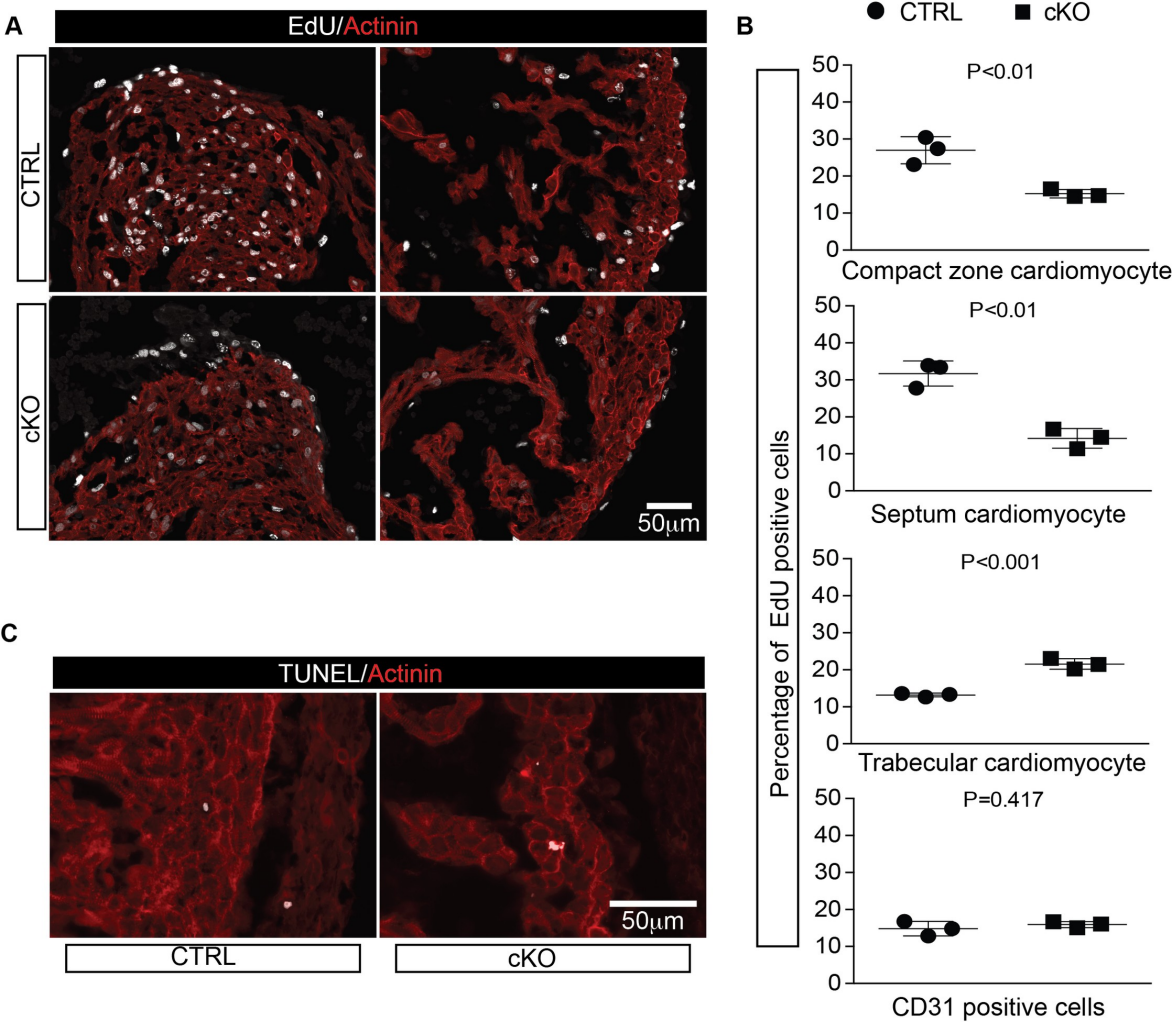
Loss of OGT alters cardiomyocytes proliferation. **A**, EdU assay analysis of ctrl and cKO hearts at E12.5. Staining for EdU (gray) and alpha-actinin (red) are shown. **B**, Quantitative analysis of EdU positive rate for compact zone cardiomyocytes, septum cardiomyocytes, trabecular cardiomyocytes, and CD31 positive endothelium cells. N = 3 for each group. **C**, Representative images of TUNEL staining of transverse sections of ctrl and cKO hearts at E12.5. Staining for TUNEL (gray) and alpha-actinin(red) are shown.

### Loss of OGT in cardiomyocytes causes transcriptome changes

Since O-GlcNAc has been linked to transcriptional regulation, we did whole transcriptome analysis using RNA sequencing. We chose E11.5 cKO and littermate control hearts for RNA-seq, as E11.5 was the time point when phenotypes were first evident in knockout hearts. 

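Ogt, the gene deleted in cardiomyocytes, was 42.1 ± 3.64 FPKM (SD, n = 4) in control hearts and 22.0 ± 1.93 FPKM (SD, n = 4) in cKO hearts. The control libraries 1 to 4 had 41.6, 43.3, 37.5 and 46.2 FPKM of Ogt, and the cKO libraries 1 to 4 had 20.1, 21.6, 24.7 and 21.5 FPKM. The hearts also hold endothelial, epicardial and blood cells, which this cross leaves with an intact gene. Ogt lies on chromosome X of mm10 from 101640064 to 101684351, and its longest coding transcript in the GENCODE annotation has 22 exons. Ogt fell by 0.92 on the log2 scale (standard error 0.08, adjusted p = 0.000149 from limma with the Benjamini-Hochberg adjustment). Every cKO library was below every control library (exact two-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The library descriptions carry 2 prefixes whose meaning is not stated, while the names of all 8 value columns carry 1 of them, so the division below rests on the descriptions alone. The log2 difference of Ogt was -1.06 between 1 cKO and 2 control libraries of one prefix and -0.87 between 3 cKO and 2 control libraries of the other. Of 11 tested genes of O-GlcNAc cycling and the hexosamine pathway, 2 were lower (Ogt and Mgea5) and 1 was higher, against 4 lower and 2 higher when adjusted over the list alone. The higher gene was Gfpt1, the first enzyme of the hexosamine pathway, which rose from a mean of 15.8 to 19.8 FPKM (log2 fold change 0.32, standard error 0.07, adjusted p = 0.00711 from limma), with 20.6 FPKM in cKO library 4. Without control replicate 1, 2 genes of the list were higher. Whole transcriptome libraries were made from mRNA with a stranded kit, 4 from cKO hearts and 4 from littermate control hearts, and the labels do not say whether a library holds 1 heart or a pool. The authors aligned the reads to mm10 with TopHat2 and deposited FPKM, fragments per kilobase of transcript scaled to the mapped fragments of the library, for 23846 gene entries. Read counts were not available here. The FPKM of all genes summed to 538581 to 637528 per control library (median 575412) and to 562190 to 597408 per cKO library (median 590804). From the smallest FPKM steps shared by short loci, depth relative to control library 1 was estimated as 1.09, 1.22 and 1.04 in control libraries 2 to 4 and as 1.18, 1.25, 1.12 and 1.15 in cKO libraries 1 to 4. Of 23521 entries with a number in all 8 libraries, the 12629 with a mean of at least 1 FPKM were tested with limma on log2(FPKM + 0.5), and a gene was called at an adjusted p under 0.05. Every fold change and standard error below is on that scale.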

RNA-seq revealed that there were a total of 753 dysregulated genes (fold-change greater than 1.5). 

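Most of the genes that differed between cKO and control hearts differed by a small amount, and a few differed many-fold. Cd300lb, a receptor of myeloid cells, had a mean of 3.62 ± 0.479 FPKM (SD, n = 4) in cKO hearts (log2 fold change 2.21, standard error 0.10, adjusted p = 9.68e-06 from limma). Plcg2, a phospholipase C of immune cell signaling, rose from a mean of 3.56 to 11.7 FPKM, and Zcwpw1, a reader of histone methylation in meiotic cells, rose from a mean of 3.49 to 12.0 FPKM. The adjusted p from limma was 3.62e-05 for Plcg2 and 9.68e-06 for Zcwpw1. Amn, which encodes a partner of the endocytic receptor cubilin, rose by 1.83 on the log2 scale (standard error 0.12). The poorly described genes Tmem130 and A930016O22Rik, the latter a noncoding locus within the span of Ckm, rose by 1.89 and 2.01 on the same scale (adjusted p = 3.24e-05 and 2.07e-05 from limma). All 4 cKO libraries lay above all 4 control libraries for each of these genes, and cKO library 2 stood apart for Cd300lb at 4.34 FPKM. In all, 3879 of the genes tested (30.7%) passed the test, and 452 of them differed by more than 1.5-fold. The median size of the change among the 3879 was 0.32 on the log2 scale, and the median standard error over the genes tested was 0.07. The 4 cKO and 4 control libraries did not overlap for 4143 genes (32.8%), where chance gives 2.86%, and 441 of the 452 genes were among these. Adjusting the p-values that the authors deposited over the same genes gave 2398 genes, of which 2345 were also called here, in the same direction.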

Among those genes, 413 genes were upregulated, and 340 genes were downregulated (S5A Fig). 

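The genes lower in cKO hearts included members of small germline and smooth muscle groups, and the higher ones included contractile genes of skeletal muscle. Of 6 tested germline genes, 3 were lower (Rec8, Gtsf1 and Tdrkh) and 3 did not pass. Rec8 and Gtsf1 are also genes of Fig 6A, which were chosen from these libraries. Adjusted over the list alone, 3 were lower and 1 was higher. When any single control library was left out, 1 gene was also higher. Tdrkh, which takes part in the handling of small RNAs of the germline, fell from a mean of 2.27 to 1.34 FPKM (log2 fold change -0.60, standard error 0.11, adjusted p = 0.00522 from limma). Ccdc63, a coiled-coil protein of the sperm flagellum, fell from a mean of 2.73 to 0.826 FPKM (log2 fold change -1.28, standard error 0.06, adjusted p = 1.05e-05 from limma). Of 12 tested markers of smooth muscle and mural cells, 4 were lower (Cnn1, Acta2, Smtn and Synpo2; also 4 adjusted over the list alone) and 8 did not pass. Without control replicate 3, 2 were higher. Acta2, the smooth muscle actin also made by embryonic cardiomyocytes, was 497 ± 63.8 FPKM (SD, n = 4) in control hearts and 266 ± 40.7 FPKM (SD, n = 4) in cKO hearts (log2 fold change -0.91, standard error 0.13, adjusted p = 0.00115 from limma). As a set the markers were not called (camera adjusted p = 0.375). Among the genes changed by more than 1.5-fold, 244 were higher and 208 were lower in cKO hearts, and 57 and 26 of these differed by more than 2-fold. With no minimum on the size of the change, 2002 genes were higher and 1877 were lower. The gene lists of function and cell type, with 487 genes tested, held 15 of the 244 and 25 of the 208.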

We also used the bioinformatics database DAVID to do gene ontology analysis. 

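Nppb, a natriuretic peptide of trabecular and stressed myocardium, was 216 ± 19.2 FPKM (SD, n = 4) in control hearts and 424 ± 68.3 FPKM (SD, n = 4) in cKO hearts (log2 fold change 0.96, standard error 0.12, adjusted p = 0.000645 from limma). Slit2, a guidance ligand of trabecular myocardium, fell from a mean of 27.8 to 14.5 FPKM (log2 fold change -0.91, standard error 0.14, adjusted p = 0.0019 from limma). Cited1, a transcriptional co-regulator, fell from a mean of 546 to 318 FPKM (log2 fold change -0.77, standard error 0.09, adjusted p = 0.000504 from limma). Of 14 tested genes of trabecular myocardium, 4 were lower and 1 was higher (4 and 1 also when adjusted over the list alone; 2 higher without cKO replicate 3). Their set test did not pass (limma camera adjusted p = 0.0624). With an estimated correlation its adjusted p was 0.563. At the preset correlation it passed without control replicate 2 (0.0497) or 3 (0.0147), with no filter on low values (0.0231), with a mean of at least 5 FPKM (0.0443), without haemoglobin genes (0.0286), and with array weights (0.035, each an adjusted p). By fry, which tests the set against no change and not against other genes, the adjusted p was 0.00114. Of 19 cardiac transcription factors, 4 were lower, among them Srf, Myocd and Mef2c, and Hopx was higher (4 and 1 adjusted over the list alone). Mef2c was not called without haemoglobin genes, a setting that also rescales every library (adjusted p = 0.0716). There its log2 fold change and standard error of -0.250 ± 0.055 became -0.243 ± 0.089. Hopx, named after its values were seen, was no longer called without control replicate 1, 2 or 4 or cKO replicate 1, 2 or 4 (adjusted p 0.0595 to 0.0847), and 2 factors were higher without control replicate 3. Srf, the serum response factor that drives contractile genes, fell from a mean of 31.0 to 23.5 FPKM (log2 fold change -0.39, standard error 0.05, adjusted p = 0.00111 from limma). The median of the factors was 0.01 on the log2 scale while their mean was -0.06, and the set was not called (camera adjusted p = 0.344). Of 16 genes of ion channels and conduction, 3 were higher (Kcne1, Kcnj5 and Cacna1g, the last named after its values were seen) and 2 were lower (Gja1 and Gja5). Adjusted over the list alone these were 4 and 2 (camera adjusted p = 0.96). Kcne1, a potassium channel subunit, rose from a mean of 12.7 to 19.6 FPKM (log2 fold change 0.62, standard error 0.07, adjusted p = 0.000462 from limma). Kcnj5, of the same class, was not called without cKO replicate 2 (0.26, adjusted p = 0.0516) or cKO replicate 4 (0.26, adjusted p = 0.0535), and Cacna1g not without control replicate 1, 2 or 4 or cKO replicate 2, 3 or 4 (adjusted p 0.0522 to 0.0923). Gja1, the main connexin of working myocardium, fell from a mean of 123 to 84.7 FPKM (log2 fold change -0.53, standard error 0.09, adjusted p = 0.00239 from limma). For the ion channel genes, 1 was higher without cKO replicate 2 or cKO replicate 4, and 4 were lower without control replicate 3.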

Biological process analysis showed that most genes upregulated consequent to loss of OGT were related to morphogenesis, homeostasis, and muscle contraction (S5B Fig). These results were consistent with cardiac morphological phenotypes observed. Unexpectedly, there were also some categories related to vesicle membrane that were also upregulated. 

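Of 24 listed genes of synaptic vesicles and regulated exocytosis, 8 were expressed highly enough to be tested, and 3 of these were higher in cKO hearts. Syt7, a calcium sensor of vesicle fusion, was 0.737 ± 0.0573 FPKM (SD, n = 4) in control hearts and 1.38 ± 0.131 FPKM (SD, n = 4) in cKO hearts (log2 fold change 0.60, standard error 0.09, adjusted p = 0.00169 from limma). Without cKO replicate 2 or 4 its mean fell under 1 FPKM and it was not tested. Syt11, a synaptotagmin of vesicle trafficking, rose as well (log2 fold change 0.51, standard error 0.09, adjusted p = 0.00374 from limma). The third was Stx1a, a syntaxin of the fusion machinery, at a log2 fold change of 0.31. With array weights it was at 0.15 and not called (adjusted p = 0.102), nor was it called with the replicate block (0.31, adjusted p = 0.0647). It did not pass without control replicate 4 (0.28, adjusted p = 0.0575), cKO replicate 1 (0.30, adjusted p = 0.0551) or cKO replicate 3 (0.26, adjusted p = 0.0574), nor without haemoglobin genes (adjusted p = 0.0593), where its log2 fold change and standard error of 0.306 ± 0.083 became 0.313 ± 0.109. Rab3a, a small GTPase of secretory vesicles, and Vamp1, a vesicle membrane protein named after its values were seen, were lower by the same test (log2 fold changes -0.39 and -0.32). Vamp1 was not called without control replicate 1, 2 or 4 or cKO replicate 1, 2 or 4 (adjusted p 0.0566 to 0.0788), which leaves 1 lower gene. The counts were also 3 higher and 2 lower when adjusted over the list alone. The list as a whole was not called (camera adjusted p = 0.916), with a median of -0.01 and a mean of 0.07 on the log2 scale. The list is not the gene set of the paper's vesicle membrane categories, so its result does not test them.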

Similar analysis was also performed for downregulated genes. 

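Of 125 tested genes in 5 lists of metabolism, 47 were lower and 5 were higher in cKO hearts, and none of the 5 but 7 of the 47 passed 1.5-fold. With the authors' p-values adjusted over the tested genes, 26 were lower. The number higher was 2 without control replicate 1 or 2 or cKO replicate 2 or 4, 3 without control replicate 4 or cKO replicate 1 and 22 without control replicate 3. In glycolysis, 9 of 18 genes were lower and 1, Eno3, was higher (12 and 2 when adjusted over the list alone; 2 higher without cKO replicate 3). Eno3 is a muscle enolase and was named after its values were seen. Pfkl, a phosphofructokinase, was 92.8 ± 5.57 FPKM (SD, n = 4) in control hearts and 59.9 ± 5.59 FPKM (SD, n = 4) in cKO hearts (log2 fold change -0.63, standard error 0.08, adjusted p = 0.000582 from limma), and its paralog Pfkp fell from a mean of 58.4 to 42.0 FPKM (log2 fold change -0.47, standard error 0.07, adjusted p = 0.00139). Aldoc, an aldolase, fell from a mean of 5.90 to 3.56 FPKM (log2 fold change -0.65, standard error 0.04, adjusted p = 6.01e-05 from limma). Pgk1, the phosphoglycerate kinase, fell from a mean of 849.7 to 599.6 FPKM (log2 fold change -0.50, standard error 0.08, adjusted p = 0.00305 from limma). As a set, the glycolysis genes were lower than the other genes tested (limma camera with a preset correlation, adjusted p = 0.00256). With a correlation estimated from the libraries the same set gave an adjusted p = 0.563, and 0 of the 6 lists called with the preset correlation passed in that way.

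**Figure D1:**
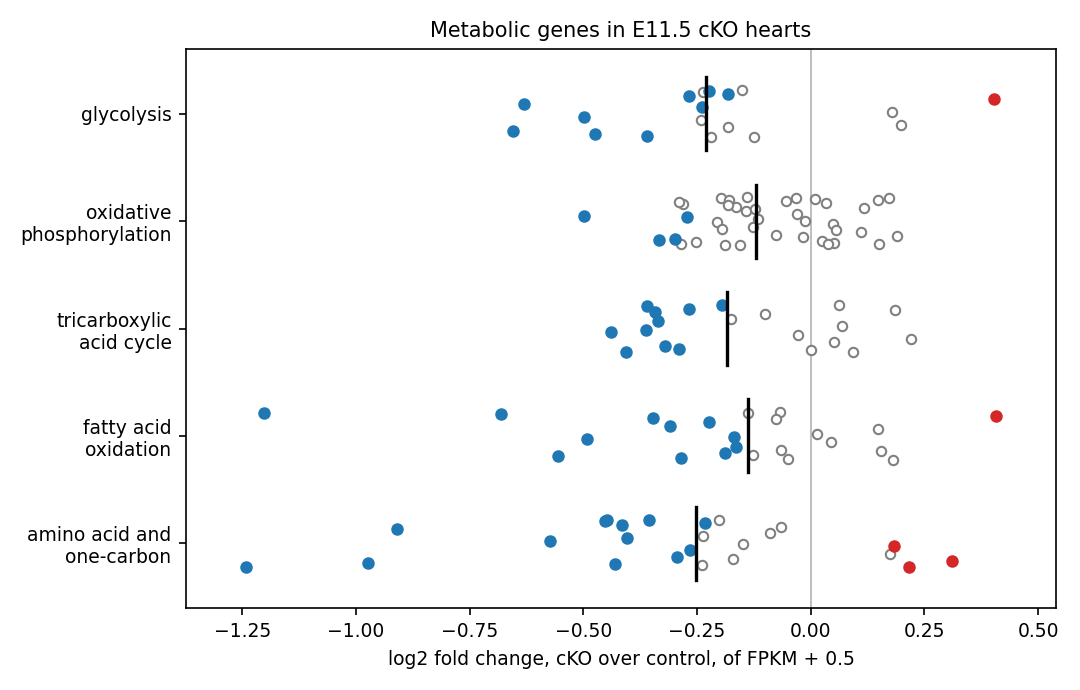
Log2 fold change, cKO minus control hearts, of each tested gene in 5 lists of energy metabolism, on log2(FPKM + 0.5). Blue points are the 47 genes lower and red points the 5 genes higher past the limma test, open points did not pass, and the black bar is the list's median; all 5 medians lie below 0.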

Among downregulated biological process categories, the most highly significant was metabolic processes (S5C Fig). Using quantitative real-time PCR (qRT-PCR), we validated a subset of genes, which were shown to be dysregulated by RNA-seq (S5D Fig). 

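Of the 10 tested genes of the qRT-PCR panel (S2 Table), 4 were higher and 6 were lower in the RNA-seq libraries, also when adjusted over the list alone. The panel was chosen from these libraries, so its directions are not independent evidence. Vcam1, an adhesion molecule of the myocardium that binds epicardial integrins, was 24.9 ± 2.87 FPKM (SD, n = 4) in control hearts and 56.4 ± 5.78 FPKM (SD, n = 4) in cKO hearts (log2 fold change 1.17, standard error 0.10, adjusted p = 0.000145 from limma). Klf15, a transcription factor of cardiac metabolism and of the clock, rose from a mean of 2.57 to 5.14 FPKM (log2 fold change 0.87, standard error 0.07, adjusted p = 8.26e-05). In cKO library 3 Vcam1 stood apart at 47.7 FPKM and Mgea5 at 18.4 FPKM. Mgea5, which encodes the enzyme that removes O-GlcNAc, was 33.5 ± 0.743 FPKM (SD, n = 4) in control hearts and 17.5 ± 0.609 FPKM (SD, n = 4) in cKO hearts (log2 fold change -0.92, standard error 0.04, adjusted p = 9.68e-06 from limma). Gja5, the connexin of trabecular and conducting myocardium, was 66.0 ± 6.24 FPKM (SD, n = 4) in control hearts and 35.7 ± 3.43 FPKM (SD, n = 4) in cKO hearts (log2 fold change -0.87, standard error 0.09, adjusted p = 0.000277 from limma). Mmachc, an enzyme of cobalamin metabolism, fell from a mean of 16.3 to 6.66 FPKM (log2 fold change -1.24, standard error 0.08, adjusted p = 3.62e-05 from limma). The other 5 genes of the panel were Tnni2 and Tnnt3, both higher, and Ogt, Angpt1 and Rec8, all lower. In each of the 10 genes all 4 cKO libraries lay on one side of all 4 control libraries, and all 10 passed when the authors' deposited p-values were adjusted over the genes tested.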

The qRT-PCR results were consistent with RNA-seq analysis. 

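Some markers of other cell types of the heart also differed between cKO and control hearts. Of 11 tested epicardial markers, 6 were higher and 5 did not pass (8 higher when adjusted over the list alone). Krt19, a keratin of the epicardium, was 47.7 ± 0.844 FPKM (SD, n = 4) in control hearts and 78.9 ± 5.95 FPKM (SD, n = 4) in cKO hearts (log2 fold change 0.72, standard error 0.06, adjusted p = 0.000109 from limma). Aldh1a1, a retinaldehyde dehydrogenase, rose from a mean of 4.62 to 8.55 FPKM (log2 fold change 0.84, standard error 0.12, adjusted p = 0.0015 from limma). Wt1, the transcription factor of the epicardium, rose from a mean of 10.5 to 15.2 FPKM (log2 fold change 0.53, standard error 0.06, adjusted p = 0.000574 from limma), with 11.9 FPKM in control library 1. Aldh1a2, the retinaldehyde dehydrogenase of the epicardium, was higher by 0.30 but not without control replicate 4 (0.27, adjusted p = 0.0513), cKO replicate 1 (0.26, adjusted p = 0.0528) or cKO replicate 3 (0.26, adjusted p = 0.0516). The mean log2 value of the epicardial list was higher by 0.34 in cKO hearts, with all 4 cKO libraries above all 4 control libraries (exact two-sided permutation test, p = 0.0286). The set passed limma camera at an adjusted p = 0.00477, and with an estimated correlation gave an adjusted p = 0.563. Without cKO replicate 1 or cKO replicate 3, 3 epicardial markers were higher. Of 14 markers of cushion mesenchyme and fibroblasts, Tcf21 and Dcn were higher and the others did not pass. Neither was called when adjusted over the list alone (camera adjusted p = 0.0666 for the set). The set passed camera without control replicate 2 (0.0256), cKO replicate 1 (0.00875) or cKO replicate 2 (0.0412) and with the replicate block (0.021, each an adjusted p at the preset correlation). With an estimated correlation its adjusted p was 0.913. The number of the list that were higher was 0 without control replicate 1, 2 or 4 or cKO replicate 2, 3 or 4, 4 without control replicate 3 and 5 without cKO replicate 1. Tcf21, at 33.7 FPKM in cKO library 2, was itself not called without cKO replicate 1 (0.32, adjusted p = 0.0727). Haemoglobin genes made up 3.31%, 6.14%, 5.21% and 12.0% of the FPKM in control libraries 1 to 4 and 7.08%, 8.88%, 9.23% and 6.58% in cKO libraries 1 to 4 (exact two-sided permutation test, p = 0.543). The first principal component held 27.7% of the variance among the libraries, and correlations between pairs of libraries ran from 0.946 to 0.968.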

Our RNA-seq analysis suggested that loss of OGT resulted in global alterations in gene transcription.

### Loss of OGT decreases angiopoietin-1 expression in cardiomyocytes

Examination of the top downregulated genes with significant levels of expression (mean RPKM in control hearts greater than 2) revealed that angiopoietin-1 (Angpt1), an essential gene for heart development [13, 15, 16], was dramatically decreased (Fig 6A). 

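Angpt1, which encodes a ligand of the endothelial receptor Tie2, was 25.5 ± 4.09 FPKM (SD, n = 4) in control hearts and 8.71 ± 0.800 FPKM (SD, n = 4) in cKO hearts, a mean level 2.93-fold lower. The control libraries 1 to 4 had 21.6, 22.3, 29.2 and 28.9 FPKM, and the cKO libraries 1 to 4 had 7.56, 8.77, 9.18 and 9.32 FPKM. Angpt1 fell by 1.49 on the log2 scale (standard error 0.11, adjusted p = 9.15e-05 from limma with the Benjamini-Hochberg adjustment). Every cKO library was below every control library (exact two-sided permutation test, p = 0.0286, the smallest possible). Within the library label prefixes the log2 difference was -1.48 (1 cKO and 2 control libraries) and -1.62 (3 cKO and 2 control libraries). The gene lies on chromosome 15 of mm10 from 42424725 to 42676795, and its longest coding transcript in the GENCODE annotation has 9 exons and 4260 bases. By in situ hybridization the paper found the Angpt1 RNA signal lost in cKO hearts. Alpha actinin staining of sections from those embryos placed Angpt1 mainly in cardiomyocytes, from which the paper reasons that OGT regulates the gene cell-autonomously.

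**Figure D2:**
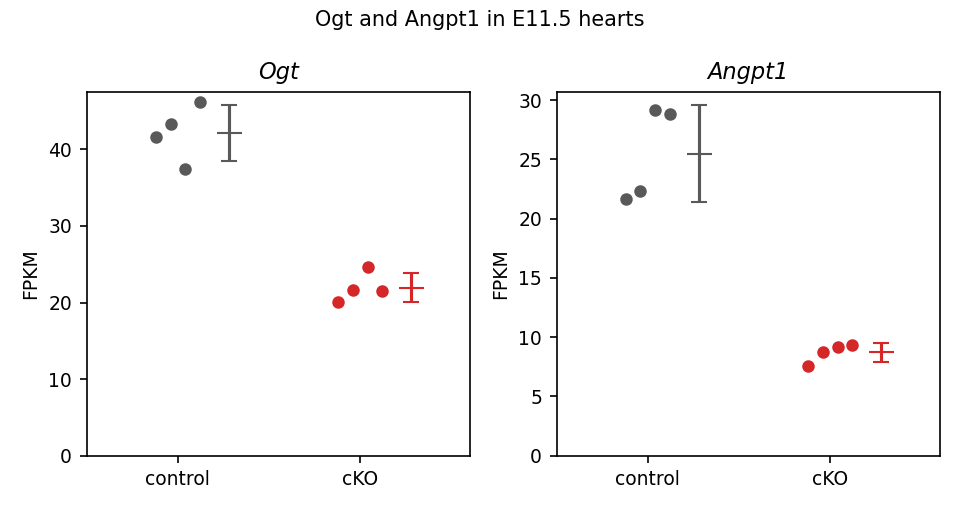
FPKM of Ogt and Angpt1 in each of the 4 control and 4 cKO libraries (points), with the mean and SD of each group. The cKO libraries lie at 20.1 to 24.7 for Ogt and at 7.56 to 9.32 for Angpt1, below every control library.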

Using qRT-PCR we confirmed that Angpt1 was downregulated approximately 4-fold (Fig 6B). To further confirm downregulation of Angpt1, we performed RNA *in situ* hybridization at E10.5. Angpt1 was highly expressed in hearts of control embryo. In contrast, the signal for Angpt1 was specifically lost in hearts of cKOs (Fig 6C). Immunostaining of transverse sections with antibody to alpha actinin demonstrated that expression of Angpt1 was mainly restricted to cardiomyocytes, indicating that OGT regulated expression of Angpt1 in a cell-autonomous manner.

**Fig 6:**
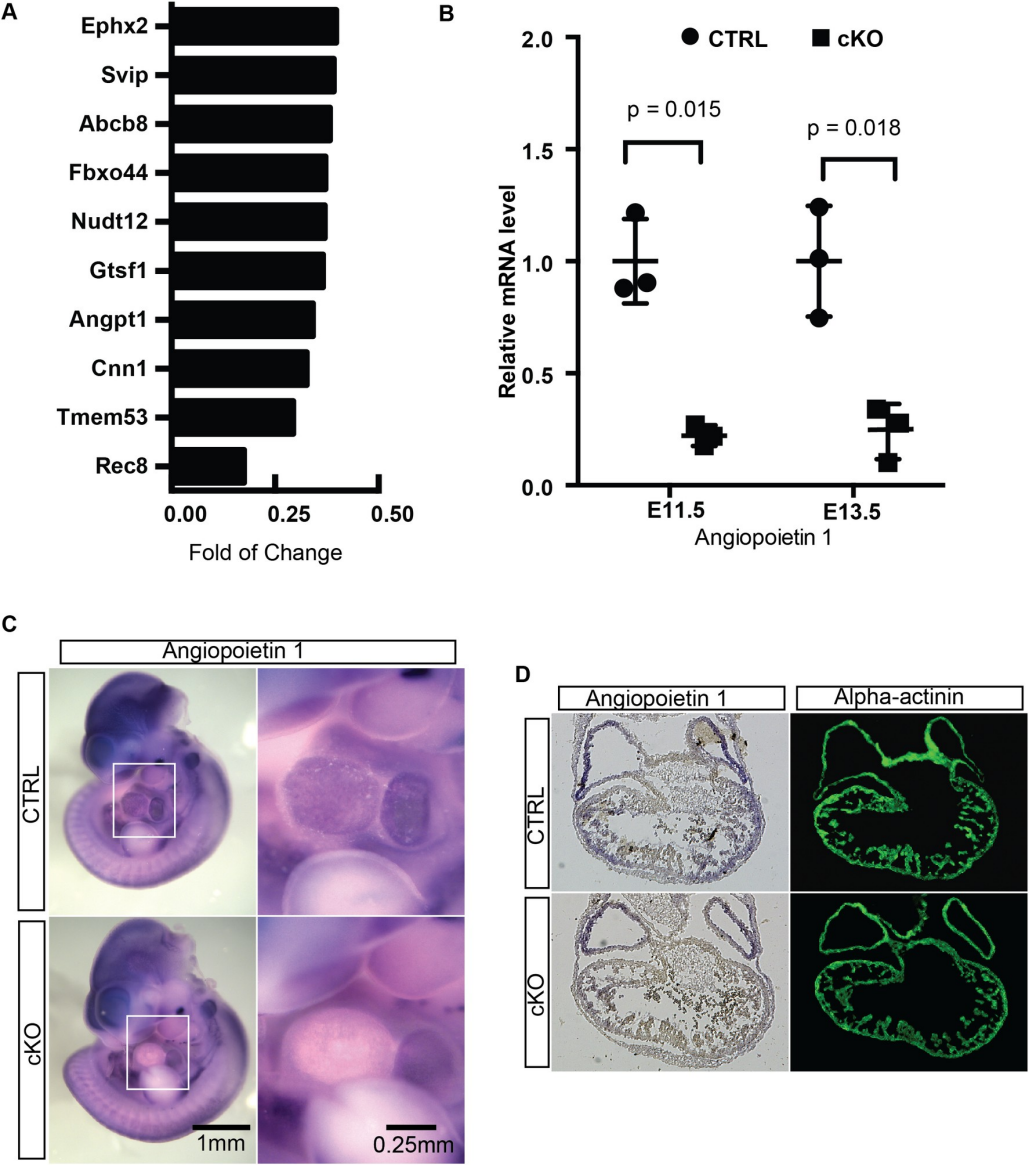
Loss of OGT downregulates Angiopoietin1 expression. **A**, The top 10 down-regulated genes revealed by RNA sequencing including Angpt1. **B**, Real time PCR confirmation of Angpt1 downregulation at stages of E11.5 and E13.5. **C**, Whole mount *in situ* hybridization for Angpt1 in ctrl and cKO embryos at E10.5 (left panel). And high magnification views of boxed cardiac area are shown in right panel. **D**, Immunostaining analysis of transverse sections of embryos described in Fig 6C with antibody against alpha-actinin.

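All 10 genes of Fig 6A were lower in cKO hearts past the limma test, with ratios of cKO to control mean FPKM from 0.175 to 0.397. The genes were chosen from these libraries, so this is not independent evidence. When the authors' deposited p-values were adjusted over the genes tested, 9 of the 10 passed, and Gtsf1 did not (adjusted p = 0.0622). Rec8, a cohesin subunit of meiosis, was 10.0 ± 1.39 FPKM (SD, n = 4) in control hearts and 1.76 ± 0.737 FPKM (SD, n = 4) in cKO hearts (log2 fold change -2.27, standard error 0.22, adjusted p = 0.000253 from limma). Cnn1, the calponin of smooth muscle and early myocardium, was 148 ± 16.6 FPKM (SD, n = 4) in control hearts and 48.4 ± 6.42 FPKM (SD, n = 4) in cKO hearts (log2 fold change -1.61, standard error 0.11, adjusted p = 5.69e-05 from limma). Abcb8, a transporter of the mitochondrial inner membrane, had a ratio of 0.383, and Ephx2, the soluble epoxide hydrolase, had a ratio of 0.397 (adjusted p = 9.68e-06 for both from limma). Fbxo44, a subunit of ubiquitin ligases, had a ratio of 0.372 (adjusted p = 3.46e-06 from limma), and Svip, an inhibitor of protein degradation at the endoplasmic reticulum, had a ratio of 0.391 (adjusted p = 5.83e-05 from limma). Control library 3 stood apart for Cnn1 at 173 FPKM and cKO library 2 for Svip at 3.32 FPKM. The ratio was 0.294 for Tmem53, a membrane protein of the nuclear envelope, 0.366 for Gtsf1, a gene of germline small RNA silencing, and 0.37 for Nudt12, a hydrolase of nucleotides (adjusted p = 2.95e-05, 0.000595 and 0.000171 from limma). Among all 11409 genes with a control mean above 2 FPKM, ranked by ratio with no test, Angpt1 was at place 51, after 45 loci shorter than 200 bases. Among the 1765 lower genes that passed the test at loci of at least 200 bases, an order chosen after the values were seen, Angpt1 was at place 5.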

Since the oxygen-sensitive transcriptional activator hypoxia-inducible factor-1 (HIF-1) is a key transcriptional mediator of angiogenesis related genes including Angpt1 [23], and cardiomyocyte specific knockout of HIF-1α in mouse leads to embryonic lethality [24], we performed immunostaining to check the exrepssion level and localization of HIF-1α. Our data showed that loss of OGT in cardiomyocytes affected neither the expression nor localization of HIF-1α in cardiomyocytes (S6 Fig). NKX2-5, an essential transcription factor in cardiomyocytes, has been reported to regulate Angpt1 in fetal cardiomyocytes in a NKX2-5 hypomorphic mouse model [25]. And our RNA in situ hybridization also confirmed that Angpt1 was dramatically downregulated in NKX2-5 knockout embryos at E9.0 (S7A Fig). However, we were unable to detect the change of expression level of NKX2-5 in cKO cardiomyocytes (S7B Fig). Also, we could not detect any O-GlcNAcylation of NKX2-5 using immunoprecipitation method (S7C Fig). So our data indicates that OGT is not likely to regulate Angpt1 through HIF-1α or NKX2-5.

## Discussion

In our study, all *Tnt-Cre* mediated OGT knockout mice died before 1 week of age, which is similar to, but more severe than the phenotype observed using *αMhc-Cre* [10]. This may reflect the fact that *Tnt-Cre* expresses earlier and is more efficient than *αMhc-Cre* [22]. Our results suggest that *Tnt-Cre* might be a better choice to study requirements for OGT during early heart development. Our results demonstrated that loss of OGT in cardiomyocytes caused multiple cardiovascular abnormalities, including hypertrabeculation, biventricular dilation, atrial septal defects, ventricular septal defects, and defects in coronary vessel development. EdU incorporation assays showed that loss of OGT in early cardiomyocytes resulted in decreased proliferation of compact zone cardiomyocytes, while proliferation of trabecular cardiomyocytes was increased. These data were consistent with the observed cKO phenotype, with mutants exhibiting thinner compact zones and thicker trabeculae relative to controls. RNA-seq data showed that ablation of OGT altered expression of a large set of genes. 

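Several genes known from fast skeletal muscle rose in cKO hearts. Ckm, the muscle creatine kinase, was 4.19 ± 1.04 FPKM (SD, n = 4) in control hearts and 39.7 ± 6.56 FPKM (SD, n = 4) in cKO hearts (log2 fold change 3.11, standard error 0.16, adjusted p = 1.35e-05 from limma). Tnni2, the fast skeletal troponin I, was 36.4 ± 8.87 FPKM (SD, n = 4) in control hearts and 183 ± 24.6 FPKM (SD, n = 4) in cKO hearts (log2 fold change 2.33, standard error 0.16, adjusted p = 6.03e-05 from limma), with 49.7 FPKM in control library 3. Mylpf, a fast skeletal myosin light chain, was 18.0 ± 2.56 FPKM (SD, n = 4) in control hearts and 89.2 ± 5.58 FPKM (SD, n = 4) in cKO hearts (log2 fold change 2.28, standard error 0.10, adjusted p = 9.68e-06 from limma). Tnnt3, the fast skeletal troponin T, rose from a mean of 4.09 to 9.12 FPKM (log2 fold change 1.08, standard error 0.15, adjusted p = 0.00115 from limma). Casq1, the skeletal calsequestrin, rose from a mean of 112 to 213 FPKM (log2 fold change 0.93, standard error 0.12, adjusted p = 0.000785 from limma). Of 14 tested genes of the skeletal muscle sarcomere (25 listed), 6 were higher and 2 were lower (Smyd1 and Cav3, named after their values were seen). Adjusted over the list alone these were 6 and 3. The set test did not pass (camera adjusted p = 0.169; 0.0383 with a mean of at least 5 FPKM, 0.913 with an estimated correlation and 0.00114 with fry, which tests against no change), with a median of 0.12 and a mean of 0.64 on the log2 scale. Of 29 genes of the cardiac sarcomere, 4 were higher (Casq2, Myh7b, Sln and Csrp3, the last named after its values were seen) and Pln was lower. Adjusted over the list alone these were 3 and 1 (camera adjusted p = 0.725). Csrp3 lost its call when any library except control replicate 3 was left out (adjusted p 0.0751 to 0.125). Casq2, the cardiac calsequestrin, rose from a mean of 29.4 to 45.4 FPKM (log2 fold change 0.63, standard error 0.10, adjusted p = 0.00254 from limma). Myh7b, a slow myosin heavy chain, rose from a mean of 13.8 to 19.0 FPKM (log2 fold change 0.46, standard error 0.07, adjusted p = 0.00162 from limma). Without control replicate 3, 8 cardiac sarcomere genes were higher and 4 were lower. Of the 71 tested genes in the lists of muscle, ion channels and smooth muscle, 9 were higher by more than 1.5-fold, against 244 of all 12629 tested. Lists of 71 genes cannot hold most of 244, so this count does not bear on what the majority of higher genes do.

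**Figure D3:**
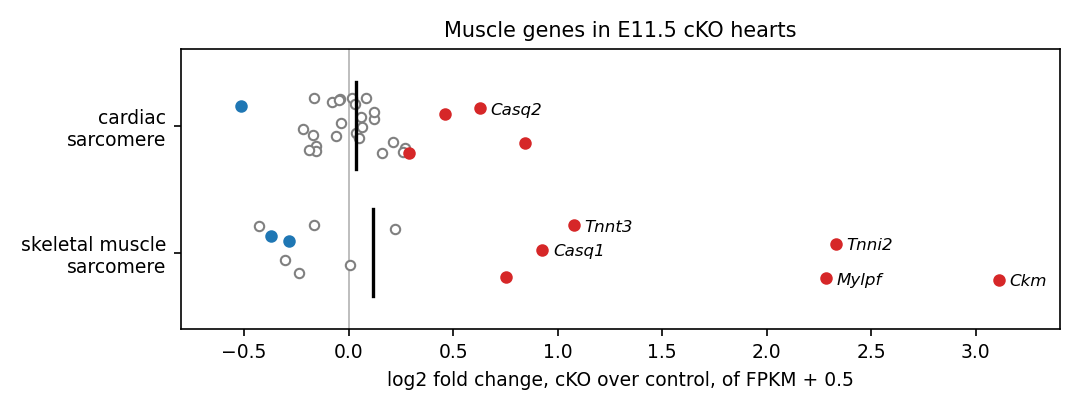
Log2 fold change, cKO minus control hearts, of each tested gene in the skeletal and cardiac sarcomere lists, on log2(FPKM + 0.5). Red points are genes higher and blue points genes lower past the limma test, open points did not pass, and the black bar is the list's median; Ckm, Tnni2 and Mylpf stand above 2.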

A majority of upregulated genes were related to contractile function, which may reflect myocardial remodeling consequent to loss of OGT. In contrast, downregulated genes were related to regulation of metabolism, including mitochondrial function.

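Of 107 tested genes in the 4 lists of mitochondrial metabolism, 38 were lower and 4 were higher in cKO hearts. The number higher was 1 without control replicate 1 or 2 or cKO replicate 2 or 4, 2 without control replicate 4 or cKO replicate 1 and 21 without control replicate 3. In amino acid and one-carbon metabolism, 13 of 24 genes were lower (14 adjusted over the list alone). Pcca, a subunit of propionyl-CoA carboxylase, was 13.8 ± 1.14 FPKM (SD, n = 4) in control hearts and 6.80 ± 0.667 FPKM (SD, n = 4) in cKO hearts (log2 fold change -0.97, standard error 0.08, adjusted p = 0.00012 from limma). The other subunit, Pccb, fell from a mean of 26.2 to 19.6 FPKM (log2 fold change -0.40, standard error 0.04, adjusted p = 0.000264), and Aldh6a1, a dehydrogenase of valine breakdown, fell from a mean of 14.3 to 9.41 FPKM (log2 fold change -0.57, standard error 0.06, adjusted p = 0.000423). The list passed limma camera at an adjusted p = 4.32e-05 (adjusted p = 0.563 with an estimated correlation). Its 3 higher genes, Acadsb, Bcat2 and Mmaa, were named after their values were seen. Of these, 0 were higher without control replicate 1 or 2 or cKO replicate 2 or 4, and 1 without control replicate 4 or cKO replicate 1. Acadsb was also not called without cKO replicate 3 (adjusted p 0.0638 to 0.0833 over the libraries whose omission ended its call). In fatty acid oxidation, 11 of 23 genes were lower and Cd36, a fatty acid carrier named after its values were seen, was higher (11 and 1 adjusted over the list alone; 4 higher without control replicate 3). Cpt2, the inner carnitine palmitoyltransferase, fell from a mean of 20.9 to 12.9 FPKM (log2 fold change -0.68, standard error 0.05, adjusted p = 6.10e-05 from limma). Eci2, an enoyl-CoA isomerase, fell from a mean of 43.3 to 29.2 FPKM (log2 fold change -0.56, standard error 0.07, adjusted p = 0.000783 from limma), with 49.5 FPKM in control library 3. The set passed camera at an adjusted p = 0.00382 (adjusted p = 0.913 with an estimated correlation and 0.0569 with array weights). In the tricarboxylic acid cycle, 10 of 20 genes were lower, and the list alone gave 10 lower and 1 higher. By the authors' adjusted p-values 2 of the 20 genes were called. Cs, the citrate synthase, fell from a mean of 229.6 to 184 FPKM (log2 fold change -0.32, standard error 0.06, adjusted p = 0.006 from limma). Suclg2, a subunit of succinyl-CoA ligase, fell from a mean of 72.5 to 56.2 FPKM (log2 fold change -0.36, standard error 0.06, adjusted p = 0.00375 from limma). The camera adjusted p of this cycle, 0.0321 (0.913 as the adjusted p with an estimated correlation), was 0.0878 without control replicate 3, 0.113 without cKO replicate 3, 0.277 with array weights and 0.185 with fry. Of 40 genes of oxidative phosphorylation, Ndufb3, Ndufv1, Atp5b and Ndufs8 were lower (2 adjusted over the list alone, 1 gene called by the authors' adjusted p-values, camera adjusted p = 0.0666). As a set these genes passed camera without control replicate 1, 2 or 4 or cKO replicate 2 (adjusted p 0.0156 to 0.044), without haemoglobin genes (0.00969), with no filter (0.0231), with a mean of at least 5 FPKM (0.0476) and with the label prefix as a covariate (0.0304), all at the preset correlation. With an estimated correlation, which was 0.911, the adjusted p of the set was 0.913. Ndufb3, of complex I, fell from a mean of 148 to 104 FPKM (log2 fold change -0.50, standard error 0.08, adjusted p = 0.00279 from limma). Atp5b was not called without control replicate 2 or cKO replicate 2, 3 or 4 (adjusted p 0.0518 to 0.0791), and Ndufs8 not without control replicate 1, 2 or 4 or any 1 of the cKO replicates (adjusted p 0.0506 to 0.11). Control library 3 stood apart for Atp5b at 1837 and Ndufs8 at 162 FPKM. Without control replicate 3, 10 genes of oxidative phosphorylation were lower and 9 higher, and 5 of the tricarboxylic acid cycle were higher. Without control replicate 2 or cKO replicate 2, 3 or 4, 2 genes of oxidative phosphorylation were lower.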

Angpt1 was significantly downregulated in OGT cKO hearts. 

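Beside Angpt1, 2 of the 6 tested genes of angiopoietin and Tie signaling were lower in cKO hearts and 1 was higher (the same counts adjusted over the list alone; camera adjusted p = 0.434, 0.913 with an estimated correlation and 0.0244 with fry, which tests against no change). Tie1, the orphan receptor that acts with Tie2, was 40.9 ± 3.61 FPKM (SD, n = 4) in control hearts and 33.1 ± 1.41 FPKM (SD, n = 4) in cKO hearts (log2 fold change -0.30, standard error 0.07, adjusted p = 0.0117 from limma), with 35.6 FPKM in control library 3. Tek, which encodes Tie2, the receptor of Angpt1, was 35.9 ± 1.36 FPKM (SD, n = 4) in control hearts and 31.4 ± 1.15 FPKM (SD, n = 4) in cKO hearts (log2 fold change -0.19, standard error 0.05, adjusted p = 0.0152 from limma). Tek did not pass without control replicate 2 (-0.17, adjusted p = 0.0502) or without cKO replicate 2 (-0.17, adjusted p = 0.052). Angptl4, a secreted regulator of lipid metabolism, rose from a mean of 1.94 to 2.93 FPKM (log2 fold change 0.48, standard error 0.10, adjusted p = 0.00592 from limma), with 3.56 FPKM in cKO library 3. Of 17 tested markers of endothelium and endocardium, 9 were lower and 1, Robo4, was higher, also when adjusted over the list alone. Plvap, a protein of endothelial diaphragms, fell from a mean of 58.2 to 42.4 FPKM (log2 fold change -0.45, standard error 0.05, adjusted p = 0.000423 from limma). Esam, an adhesion molecule of endothelial junctions, fell from a mean of 19.8 to 15.8 FPKM (log2 fold change -0.32, standard error 0.04, adjusted p = 0.000777 from limma). Npr3, a natriuretic peptide receptor of the endocardium, fell by 0.33 (adjusted p = 0.0144 from limma). The set passed limma camera at an adjusted p = 0.0112, and its adjusted p with an estimated correlation was 0.563. Without haemoglobin genes, and with every library rescaled, Tie1, Tek and Npr3 were not called (adjusted p = 0.0702, 0.0976 and 0.0535). Their log2 fold changes moved little while the standard errors grew: -0.300 ± 0.069 became -0.292 ± 0.107 for Tie1, -0.189 ± 0.046 became -0.181 ± 0.074 for Tek and -0.334 ± 0.081 became -0.327 ± 0.110 for Npr3. Rescaling changes the values of every gene, so these losses do not tie the calls to blood content. Not called either were Tie1, Npr3 and Angptl4 by the authors' adjusted p-values (0.0687, 0.0576 and 0.0615). Without haemoglobin genes the camera adjusted p of the set was 0.0511, and the mean log2 fold change of its members was -0.158 in place of -0.165. The mean log2 value of the list was lower in every cKO library than in every control library, by -0.17 on average (exact two-sided permutation test, p = 0.0286). Without cKO replicate 2, 5 endothelial markers were lower. Robo4, a receptor of vessel stability named after its values were seen, was no longer called without control replicate 1 or 4 or cKO replicate 1, 2 or 4 (adjusted p 0.0699 to 0.0856).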

Angpt1 is highly expressed in developing cardiomyocytes [13, 16], and loss of Angpt1 in cardiomyocytes leads to embryonic lethality around E14.5, with phenotypes very similar to those observed in our cKO hearts, including increased myocardial trabeculation, thinner compact zone, ventricular septal defects and abnormal coronary vessel development [15], albeit more severe, perhaps reflecting a complete loss of function of Angpt1 mutants, rather than the 75% reduction in Angpt1 mRNA levels observed in our cKOs. Different from previous reports that loss of Angpt1 in cardiomyocytes specifically affected subepicardial coronary veins, but not intramyocardial arteries [15], loss of OGT mainly affected coronary artery development. We speculate that the differences observed in the two mutants can be attributed to differences in the levels of Angpt1 that are present. For example, low levels of Angpt1 in myocardium in OGT cKOs may be sufficient for subepicardial coronary vein development. However, the low level of Angpt1 in cKOs may be insufficient for coronary artery remodeling. It is also possible that defects in coronary artery development do not reflect reductions in Angpt1, but are secondary to an overall developmental delay in the mutants, although given the known role of Angpt1 we feel this is less likely.

Although HIF-1α is considered one of the key transcription factors controlling angiogenesis through regulating expression of related genes including Angpt1, our data demonstrated that loss of OGT did not affect expression or localization of HIF1α, suggesting that OGT did not regulate Angpt1 through HIF1α. These data are consistent with a recent study, in which Angpt1 was not among genes dysregulated consequent to loss of cardiomyocyte HIF1α [24]. Our data (S7A Fig) together with a previous report [25] demonstrated that NKX2-5 is upstream of Angpt1 expression in fetal cardiomyocytes. NKX2-5 has been shown to be O-GlcNAcylated when overexpressed in HEK293 cells [26]. However, NKX2-5 expression levels were unchanged in cKO hearts, and we were unable to detect O-GlcNAcylation of NKX2-5 in embryonic heart. Thus, we could find no data to support the idea that OGT regulated Angpt1 through NKX2-5 in cardiomyocytes. Further investigation will be required to determine mechanisms by which Angpt1 is regulated by OGT in cardiomyocytes.

Of note, since *Ogt* is an X-linked gene, and we crossed Ogt^f/f^ females with male *Tnt-Cre* transgenic mice to obtain knockouts, our approach only generated male knockouts. To obtain female knockouts, we would have had to cross Ogt^f/y^ males with TnTCre^+^;Ogt^f/+^ females. However, we have noted that the *Tnt-Cre* can be leaky in the female germline. This, in combination with the expected low frequency of mutant females (12.5%), led to our focusing our studies on male knockouts. Future investigation would be required to determine whether the phenotype we observed in gender dependent.

In summary, consequent to loss of OGT in cardiomyocytes, mice developed multiple cardiac abnormalities, and subsequent early postnatal lethality. Our data indicated that OGT plays an essential role in regulating heart development through activating expression of cardiomyocyte Angpt1.

## Supporting information

S1 Fig Whole section image of immunomicroscopic analysis of Cre effieciency in cardiomyocytes. Transverse sections of the hearts in ctrl and cKO embryos at embryonic day E10.5, were stained for OGT (green), O-GlcNAc (RL2, gray), NKX2-5 (red) and DAPI (blue). High magnification images of boxed areas are shown in Fig 2A.
(TIF)

S2 Fig Morphologic assessment of control and cKO hearts at early development stages.

S3 Fig Histological assessment of control and cKO hearts at early development stages.

S4 Fig Quantitative analysis of TUNEL positive cardiomyocytes at E12.5 for both control and cKO embryos. The percentage of TUNEL positive cardiomyocytes was analyzed for compact zone, trabaculae, and septum separately. N = 3 for each group.
(TIF)

S5 Fig Comparison of transcriptomes for control and cKO hearts. **A**, Heatmap analysis of differentially expressed genes (> 1.5 fold change) in ctrl and cKO hearts at E11.5. **B** and **C**, Gene ontology analysis of upregulated (B) and downregulated (C) genes respectively. **D**, Verification of RNA-seq data for selected genes using qRT-PCR.
(TIF)

S6 Fig Immunostaining of HIF-1α for control and cKO hearts at E12.5. Cross sections of ctrl and cKO hearts at E12.5 were stained with DAPI and antibodies against HIF-1α (green), Troponin-T (red).
(TIF)

S7 Fig NKX2-5 regulates Angipoietin-1, and interacts with OGT but shows undetectable O-GLcNAcylation. **A**, In situ hybridization of Angiopoietin-1 for wild type and NKX2-5 null embryos at E9.0. Heart areas are indicated by dashed lines. **B**, Immunoprecipitation with NKX2-5 antibody using E14.5 control and cKO heart lysate followed by immunoblotting using antibodies against O-GlcNAc (RL2) and NKX2-5 respectively. H.C., heavy chain; L.C., light chain. **C**, Immunostaining of cross section of E12.5 control and cKO hearts. DAPI (blue), OGT (green) and NKX2-5 (red).
(TIF)

S1 Table Genotype frequencies at different stages.

S2 Table Primers used for qRT-PC.

# Supplementary material for: O-linked β-N-acetylglucosamine transferase plays an essential role in heart development through regulating angiopoietin-1
**Source:** PLoS Genet. 2020 Apr 6;16(4):e1008730. doi: 10.1371/journal.pgen.1008730
**Supplement:** S1 Table

|  |  | **Genotype Distribution (number and percentage)** | | | |
| --- | --- | --- | --- | --- | --- |
|  | Total Number | *Ogt*^f/+^ | *Ogt*^f/+^, *Cre*^+^ | *Ogt*^f/y^ | *Ogt*^f/y^, *Cre*^+^ |
| E10.5 | 83 | 17 (20.5%) | 23 (27.7%) | 23 (27.7%) | 20 (24.1%) |
| E12.5 | 44 | 6 (13.6%) | 11 (25.0%) | 12 (27.3%) | 15 (34.1%) |
| E14.5 | 65 | 15 (23.1%) | 19(29.2%) | 13 (20.0%) | 18 (27.7%) |
| E16.5 | 32 | 8 (25.0%) | 5 (15.6%) | 8 (25.0%) | 11 (34.4%) |
| E18.5 | 20 | 4 (20.0%) | 5 (25.0%) | 5 (25.0%) | 6 (30.0%) |
| PD1 | 47 | 11 (23.4%) | 9 (19.1%) | 13 (27.7%) | 14*(29.8%) |
| PD21 | 100 | 36 (36%) | 27 (27%) | 37 (37.0%) | 0 (0.0%) |

*, 6 of 14 *Ogt*^f/y^, *Cre*^+^ mice were already dead at the time of genotyping.

# Supplementary material for: O-linked β-N-acetylglucosamine transferase plays an essential role in heart development through regulating angiopoietin-1
**Source:** PLoS Genet. 2020 Apr 6;16(4):e1008730. doi: 10.1371/journal.pgen.1008730
**Supplement:** S2 Table

| Gene | Forward primer (5’—3’) | Reverse primer (5’—3’) |
| --- | --- | --- |
| *18s* | GGAAGGGCACCACCAGGAGT | TGCAGCCCCGGACATCTAAG |
| *Ogt* | CTGTCACCCTTGACCCAAAT | ATGGGGTTGCAGTTCGATAG |
| *Mgea5* | CTCCTTGGTGTGCTGGATGAA | AGCTCAATGGCCTGAACCAA |
| *Gja5* | CACCCACCGTTCCTCTAAAA | AGAAGAACCCGAGAAGCACA |
| *Angpt1* | GGTGTTTTGCTAAAGGGAGGAA | TGAACTCGTTCCCAAGCCAA |
| *Mmachc* | TTGACAGAGCCCTCAAACCC | TTCAATCCCTGGCAGCAACA |
| *Rec8* | TTTCAACAGTGCCAGTACCTTG | CGGGGTTGCAGCCTCTAAAA |
| *Tnni2* | CGAAGATCGACGTGGCTGAA | AACTTGCCCCTCAGGTCAAA |
| *Tnnt3* | GACAAGGCCAAGGAACTCTG | CAGGAGTCAGGGTTGATGGT |
| *Klf15* | CCAGCAGCAGAACTTCTCAA | TTTGGAGAGGTGGTCACTCC |
| *Vcam1* | AAGGGACGATTCCGGCATTT | TCGGGCACATTTCCACAAGT |

How the deposited data were processed for this re-analysis (not part of the article)

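RNA-seq was compared between 4 libraries from E11.5 cKO hearts and 4 from littermate control hearts. The authors aligned stranded mRNA reads to mm10 with TopHat2 and Bowtie2 and deposited FPKM for 23846 gene entries with a p-value for each, which equaled an unequal-variance two-sided test on the FPKM within 1% in 200 of 200 entries compared. The paper used Cuffdiff2 on the reads, which cannot be repeated from FPKM. The library label prefix was read from the first line of each library's description, which conflicts with the names of the value columns, where all 8 libraries carry the same prefix. No version of these tools, no gene annotation and no read depth is given in the deposited records. Of the cells of the table, 1.32% hold a text code for low data or a failed estimate, and the lowest value is 0.001. Symbols of 27 entries had turned into dates, 17 of them among the genes tested, which stayed in the test and are not named. Of the symbols, 21650 matched a RefSeq gene list. Gene positions are those of the deposited entries, and the transcripts of Ogt and Angpt1 were read from the GENCODE annotation.

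Entries with a number in all 8 libraries (23521) and a mean of at least 1 FPKM (12629, with 12578 distinct symbols) were tested on log2(FPKM + 0.5) with limma 3.58.1 (statmod 1.5.0) in R 4.3.3, using 2 group means and empirical Bayes variances with a trend. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and counted as changed over 1.5-fold when the fold on that scale also exceeded 1.5. The groups' single values were compared by exact two-sided permutation tests, whose smallest p with 4 against 4 is 0.0286. The procedure was tested on simulated data with 12629 genes: 90 of 100 genes changed 1.5-fold and 92 of 100 changed 2-fold were called, 10 of 192 calls were false, and 0 genes were called when none was changed. The simulated noise was independent between genes, and far fewer genes were changed than the 30.7% called here. These rates need not hold for the real libraries, where genes are correlated.

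Gene lists, the settings and the rule for naming genes were fixed before the data were examined, apart from the settings named below as added later. The text names every gene of Fig 6A and S2 Table and the paper's stained markers and regulators; the 10 higher and 10 lower called genes with the largest change whose groups did not overlap; and up to 4 called members of each list with the smallest adjusted p, or up to 2 of the highest mean FPKM where none was called. The result for 1 gene within this rule is not reported here. Genes named outside this rule are said to have been chosen after their values were seen. Fig 6A and S2 Table had been seen before. The 33 lists of function and cell type were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The 3 lists taken from the paper, and the lists of immediate early and sex-linked genes, were only counted. Some other lists also hold genes that Fig 6A or S2 Table names, so their tests are not fully independent of the paper. Among these genes are Ogt and Mgea5 (O-GlcNAc cycling), Angpt1 (Tie signaling), Rec8 and Gtsf1 (germline), and Tnni2 and Tnnt3 (skeletal muscle).

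The precision of each value is given by the spread among 4 libraries, since read counts were not used here; the depth of a library relative to control library 1 was estimated from the smallest FPKM steps at loci under 1000 bases. Loci shorter than 200 bases (240 among the genes tested) include small RNAs that an mRNA library captures poorly. The alternatives tried were pseudocounts of 0.1 and 1, no filter and a mean of at least 5 FPKM, quantile and median ratio scaling, removal of haemoglobin or sex-linked genes, other variance models, array weights, a replicate block, the library label prefix as a covariate or 1 prefix alone, the authors' p-values, other ranking rules, and leaving out each library in turn. After haemoglobin and mitochondrially encoded genes were removed, the rest of each library was rescaled to the same FPKM sum. Transcript annotation was read and figures drawn with Python 3.11.15 and matplotlib 3.10.9. Immunostaining, in situ hybridization and qRT-PCR were not re-analysed here.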

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

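The test on Xist and Y-linked genes and the tests on skeletal muscle genes and on endothelial and epicardial markers were chosen only after those results were seen. Of 270 groups of 4 libraries examined for a value far from the other 3, 27 held one, where chance gives 13.5, and 12 of the 27 were values of control library 3.

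The number of genes called between cKO and control hearts was 3879. Among the 35 splits of the 8 libraries into 4 and 4, 1 called as many, the real one, and the highest of the others called 5. This argues against chance but cannot exclude it, since 1 of 35 is the smallest share possible. The other splits mix the groups, which widens the spread within them, so the gap between 3879 and 5 does not measure chance. Removing the 4 sex-linked genes tested, of which 0 were called, left 3881 called genes and decides nothing about sex. The highest Xist level in any library was 0.0741 FPKM and the lowest of 4 Y-linked genes 4.40 FPKM. These values argue against female embryos in any of the 8 libraries, and so against a difference in sex between the groups. The label prefix is argued against as the whole cause by 4065 genes called with the prefix as a covariate, which keep 3611 of the 3879. With the prefix OGF373 alone, which leaves 5 libraries, 1403 were kept. Without haemoglobin genes and rescaled, 3840 genes were called, which keep 3193. That count decides nothing about blood content, since removing haemoglobin genes leaves any effect of blood on the other genes in place. The groups are littermates that differ by genotype, the contrast fitted here, and whether a delay in development carries part of the change stays open and was not tested.

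Among 6 skeletal muscle genes that were higher in cKO hearts, the median rise was 85.9 FPKM. Skeletal muscle cells in the cKO libraries would bring other transcripts of that lineage, yet 12 other skeletal lineage genes rose by a median of 0.00516 FPKM. All 12 had cKO means under 1 FPKM, but the regulators and receptors among them could rise little in any case. The contractile genes among them, named after their values were seen, had these control and cKO means: Tnnc2 0.296 and 0.268, Myh3 0.0196 and 0.0214, and Myh8 0.0748 and 0.125 FPKM. Myog was at 0.0782 FPKM in control and 0.36 in cKO hearts, with every cKO library above every control library, and Chrng at 0.701 and 0.922. With the label prefix as a covariate, 6 of the 6 genes passed the test. These tests argue against both explanations as the whole cause. A change of these genes within cardiomyocytes or other heart cells may account for the pattern, which is a hypothesis that bulk libraries do not test.

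In cKO hearts 9 of 17 endothelial markers were lower and 6 of 11 epicardial markers higher, and neither set passed camera at an estimated correlation (adjusted p = 0.563 for both). A first test of a lower endothelial share, the spread of the 17 endothelial changes against random lists of like expression, put it at percentile 43.15 and decided nothing; a second, chosen after that one, found 6 of the 17 markers with a 95% interval that excludes the list's mean change, and decides nothing either, since the markers are correlated (estimated 0.155) and a lower share need not lower them all alike. A lower share of cardiomyocytes as the only cause would raise both groups, but the endothelial mean fell while the epicardial mean rose. The endothelial mean changed by -0.50 relative to the epicardial mean (SD 0.078 in control and 0.062 in cKO hearts, exact permutation p = 0.0286). This difference follows from the pattern itself and is no separate test of it. A lower share of cardiomyocytes beside other changes, a lower endothelial share, regulation of single genes and a rise in epicardial cells stay open.

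In control library 3, these FPKM values lay far from those of the other control libraries: Cnn1 173, Tnni2 49.7, Eci2 49.5, Cdk1 63.9, Myh11 0.188, Myocd 15.2, Etfb 239, Tie1 35.6, Sdhc 229, Fh1 158, Atp5b 1837 and Ndufs8 162. In cKO library 3 the same held for Mgea5 at 18.4, Vcam1 at 47.7, Snrpn at 29.4, Angptl4 at 3.56, Tnnt2 at 2335, and the liver genes Afp at 35.2 and Apoa2 at 8.02 FPKM. In cKO library 2 it held for Svip at 3.32, Cd300lb at 4.34, Mir135a-1 at 17.9 and Tcf21 at 33.7 FPKM, and in cKO library 4 for Gfpt1 at 20.6 and Mycn at 22.9 FPKM. Wt1 stood apart at 11.9 FPKM in control library 1 and Mthfd2 at 19.1 FPKM in control library 4.

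The paper's text does not name the following genes, and its heatmap of changed genes was not at hand; they were higher in cKO hearts by limma, given as log2 fold changes: Ckm 3.11, Mylpf 2.28, Cd300lb 2.21, A930016O22Rik 2.01 (a locus within the span of Ckm), Tmem130 1.89, Amn 1.83, Zcwpw1 1.65 and Plcg2 1.58. Scarna17, a small RNA locus, was listed at 0.001 FPKM in every control library and had a mean of 383 FPKM in cKO hearts. It was not called by the authors' adjusted p-values (0.14).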

How the results depend on the processing

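The settings with the prefix OGF373 alone, the ranking among called genes and the authors' unadjusted p-values were chosen after seeing the data. Robust variances and a test of loci of at least 200 bases alone were also not among the alternatives fixed beforehand. Over 21 alternatives fixed beforehand the log2 difference of Ogt ran from -0.98 to -0.88 (highest adjusted p 0.00894) and that of Angpt1 from -1.57 to -1.33 (highest adjusted p 0.027), and both passed under each. Over all alternatives, those not fixed beforehand included, 2835 of the values for named genes kept their direction and their side of the threshold. Of the other values, 230 lost the call, 4 gained it and 12 changed sign, of which none had been called. Genes called here and under an alternative changed direction in 0 cases. Read counts were not used here, so the limit that depth sets is not known, and the cause of each change below was not tested unless fewer genes or libraries were tested.

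With a mean of at least 5 FPKM, which tests fewer genes, 257 genes changed over 1.5-fold (129 higher, 128 lower) and 11 lists passed. With array weights 6582 genes were called (3468 higher, 3114 lower) and 16 members of the muscle lists were higher. With the authors' p-values adjusted over the tested genes, 2398 were called (1291 higher, 1107 lower) and 26 members of the metabolic lists were lower; with the authors' p-values not adjusted and a mean above 0.5 FPKM, 734 genes changed over 1.5-fold (403 higher, 331 lower). With the prefix OGF373 alone, which leaves 5 libraries, the genes changed between cKO and control hearts were 1465, the genes higher in cKO hearts 740, the genes lower in cKO hearts 725, the lower metabolic members 30 and the overlap with the authors' own calls 1182. Of the lists, 0 passed with camera at an estimated correlation and 11 with fry. The place of Angpt1 was 29 by the median, 10 among called genes, 5 among called genes at loci of at least 200 bases and 7 among genes with an authors' p under 0.05. Leaving out 1 library at a time gave 2650 to 4951 called genes (1353 to 2802 higher, 1297 to 2149 lower), 397 to 503 over 1.5-fold (215 to 295 higher, 182 to 231 lower), 36 to 58 lower metabolic members, 9 to 14 higher muscle members, 2107 to 2355 calls shared with the authors' calls, 6 to 10 lists (10 without control replicate 2), places 43 to 59 for Angpt1, log2 differences of -0.98 to -0.88 for Ogt and -1.56 to -1.42 for Angpt1.

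Values that changed sign, none of them called, were those of Tnnt2 (Tnnt2 difference 0.0597 with quantile normalization and 0.0123 with array weights; leaving out 1 library at a time -0.0813 to 0.0264), Hif1a (0.0692 with array weights; -0.0936 to 0.0156), Eif2s3y (0.17 with array weights; -0.17 to 0.0679), Apoa2 (-0.26 to 0.31 leaving out 1 library), Tubb3 (-0.00801 with array weights) and, with the prefix OGF373 alone, Hbb-y (-0.0168) and Erbb3 (0.14). The positive ends of these ranges were without control replicate 3 for Tnnt2 and without control replicate 4 for Hif1a and Eif2s3y, which was at 0.0165 without control replicate 3; the negative end for Apoa2 was without cKO replicate 3. Pairing by replicate number stays open. Deviations of same-number libraries correlated at 0.127 and 0.158 (both above every other pair), -0.012 and 0.013. Control library 3 correlated best with cKO library 4 (0.102) and control library 4 with cKO library 3 (0.043). With the number as a block, the genes changed between cKO and control hearts were 3443, 3219 of them also called without it. Genes higher made up 51.6% of the calls, 46.3% with quantile normalization and 56.6% without control replicate 3. The camera adjusted p of the tricarboxylic acid cycle was 0.277 with array weights, that of fatty acid oxidation 0.0569 with array weights and that of the endothelial markers 0.0511 without haemoglobin genes; with fry the cycle was at 0.185.

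List tests that did not pass as reported but passed under several alternatives, with the values given with each list, were those of circadian clock output, oxidative phosphorylation and trabecular myocardium, each of them with no filter and with a mean of at least 5 FPKM. The cushion mesenchyme and fibroblast markers passed with the replicate block (0.021) and without control replicate 2 or cKO replicate 1 or 2 (0.00875 to 0.0412), and the erythroid markers without control replicate 4 (0.00166). With a mean of at least 5 FPKM the skeletal muscle sarcomere (0.0383) and the germline genes (0.0476) passed. With the prefix OGF373 alone, chosen after seeing the data, circadian clock output (0.0249), cushion mesenchyme and fibroblast markers (0.00233) and oxidative phosphorylation (0.000507) passed. With fry these were circadian clock output (0.000849), trabecular myocardium (0.00114), skeletal muscle sarcomere (0.00114), germline genes (0.00445), O-GlcNAc cycling and hexosamine pathway (0.00114) and angiopoietin and Tie signaling (0.0244). Of these lists none passed camera at an estimated correlation, with adjusted p from 0.563 to 0.913, and fry tests a set against no change and not against other genes. Named genes that lost the call without haemoglobin genes, a setting that also rescales every library, were Tek (0.0976), Mef2c (0.0716), Pecam1 (0.175), Npr3 (0.0535), Tie1 (0.0702), Stx1a (0.0593), Nr4a1 (0.127), Lyve1 (0.066), as adjusted p. Their standard errors grew while their log2 fold changes moved little, as for Pecam1 (-0.143 ± 0.041 became -0.135 ± 0.068), Nr4a1 (-0.198 ± 0.058 became -0.191 ± 0.085) and Lyve1 (0.360 ± 0.119 became 0.365 ± 0.131). Calls were gained by Nkx2-5 with array weights or without control replicate 3, and by Ddx3y with array weights or the label prefix as a covariate. With the authors' p-values adjusted over the tested genes, those that lost the call were Etfb, Snord35b, Kcnj5, Npr3, Egr1, Cdkn1a, Angptl4, Gtsf1, Tie1, Sdhc, Mir135a-1, Stx1a, Synpo2, Nr4a1, Cdkn1c, Fh1, Pdgfa, Ndufv1, Pln, Aldh1a2, Rab3a, Atp5b, Lfng, Pdgfb, Pgf, Mthfd2, Dcn, Mycn, Sln, Scarna17, Tcf21, Bax, Creld2, Lyve1, Ndufs8 (adjusted p 0.0547 to 0.194). The call was also lost by Tek, Pecam1, Cdkn1a, Stx1a, Nr4a1, Atp5b, Lfng, Pdgfb, Pgf, Mycn, Bax, Lyve1, Ndufs8 (adjusted p 0.0531 to 0.0842) with the replicate block, by Pgf, Mthfd2, Mycn, Tcf21, Bax, Lyve1 (adjusted p 0.0501 to 0.0768) with the label prefix as a covariate, by Snord35b, Atp5b, Pgf, Mthfd2, Dcn, Mycn, Tcf21, Bax, Creld2, Lyve1, Ndufs8 (adjusted p 0.0523 to 0.0905) with no filter on low values, by Snord35b, Stx1a, Pdgfb, Creld2 (adjusted p 0.0594 to 0.12) with array weights, by Pecam1, Lyve1 (adjusted p 0.0593 to 0.0607) with quantile normalization, by Mthfd2, Creld2 (adjusted p 0.0551 to 0.0572) without the variance trend, by Lyve1 (adjusted p = 0.0546) with median ratio scaling, by Snord35b (adjusted p = 0.0531) with a pseudocount of 0.1, by Snord35b (adjusted p = 0.0931) with robust variances and by 39 named genes (adjusted p 0.0528 to 0.311) with the prefix OGF373 alone.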

Differences from the paper's values

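The paper's count of genes changed over 1.5-fold is 753, and 452 were found here; the paper's count of higher genes is 413, against 244, and of lower genes 340, against 208. The paper's text names no p threshold for these counts beside a general one of 0.05 for its tests, while the counts here require an adjusted p under 0.05 from limma. Of the 21 alternatives set before the data were examined, 4 brought the total within 1.5 times of the paper's: a pseudocount of 0.1 (574), no filter on low values (510), array weights (568) and leaving out cKO replicate 3 (503). For the higher genes these were a pseudocount of 0.1 (311), no filter (284), array weights (330) and leaving out control replicate 3 (295). For the lower genes they were a pseudocount of 0.1 (263), array weights (238), leaving out cKO replicate 3 (231) and the authors' p-values adjusted over the genes tested (234). The other 17 alternatives differed for each count.

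A setting chosen after seeing the values, the authors' deposited p-values under 0.05 without adjustment, a 1.5-fold ratio of means and a mean above 0.5 FPKM, gave 734 genes (403 higher, 331 lower); the paper's own list of genes is not at hand, so how many of its genes this drops is not known. With the same p-values and no minimum FPKM the count was 1305 (837 higher, 468 lower), and over the genes tested here it was 581 (303 higher, 278 lower).

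Fig 6A gives the 10 most reduced genes with a control mean above 2 RPKM. Ranked by ratio with no test, none of its 10 genes was among the first 10, and Angpt1 was at place 51, after 45 loci shorter than 200 bases. Among called genes at loci of at least 200 bases, a setting chosen after seeing the values, 9 of its genes were in the first 10 and 10 in the first 11, and the one not in Fig 6A was Ccdc63, with a ratio of 0.303 and a control mean of 2.73 FPKM. The ratios of the 10 genes printed in Fig 6A match those found here.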

Other observations

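Genes of the circadian clock changed in both directions in cKO hearts: of 14 tested, 8 were higher and 2 lower, also when adjusted over the list alone. Per2, a repressor of the clock, rose from a mean of 2.01 to 3.14 FPKM (log2 fold change 0.54, standard error 0.08, adjusted p = 0.00148 from limma), and Tef, a factor of clock output, rose by 0.27, while the repressor Cry1 fell from a mean of 5.33 to 4.17 FPKM (log2 fold change -0.32, standard error 0.04, adjusted p = 0.000857). Dbp, another output factor named after its values were seen, was also lower (-0.61). The set missed the threshold (camera adjusted p = 0.0516, and 0.563 as the adjusted p with an estimated correlation) but passed camera without control replicate 1, 2 or 4 or cKO replicate 1, 2 or 3 (adjusted p 0.0365 to 0.0496), with no filter on low values (0.0303), with a mean of at least 5 FPKM (0.0443), with the replicate block (0.0406) and with the label prefix as a covariate (0.0301), and the time of day at which hearts were taken is not recorded. Of 21 imprinted genes, 4 were higher (Snrpn, Zim1, Dcn and Nnat) and 4 lower (Grb10, Cdkn1c, Plagl1 and Mest), of which Nnat, Plagl1 and Mest were named after their values were seen (5 and 4 adjusted over the list alone; camera adjusted p = 0.835); Zim1 rose from a mean of 21.6 to 34.8 FPKM (log2 fold change 0.70, standard error 0.14, adjusted p = 0.00637 from limma) and Snrpn rose by 0.36, while Grb10 fell by 0.31. Without control replicate 1, 2 or 4 or cKO replicate 3 or 4, 2 imprinted genes were higher. Nnat was not called without control replicate 1, 2 or 4 or cKO replicate 1, 3 or 4 (adjusted p 0.0559 to 0.0849), Mest not without control replicate 1, 2 or 4 or cKO replicate 2, 3 or 4 (adjusted p 0.0687 to 0.122), and Dcn not without control replicate 1, 2 or 4 or cKO replicate 2, 3 or 4 (adjusted p 0.066 to 0.103).

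Of 27 cell cycle genes, 4 were higher (Cdk1, and Ccna2, Rrm2 and Mcm2, named after their values were seen) and 3 were lower (4 and 3 adjusted over the list alone; 7 higher without control replicate 3; camera adjusted p = 0.603). Ccne1, the cyclin of S phase entry, fell from a mean of 18.3 to 11.2 FPKM (log2 fold change -0.69, standard error 0.09, adjusted p = 0.000735 from limma), and Mcm4 and Mcm6, of the replicative helicase, fell by 0.32 and 0.30. Of 14 cell cycle inhibitors and p53 targets, Pmaip1 (0.48), Cdkn1a (0.38; adjusted p = 0.0554 with the replicate block and 0.0611 by the authors' p-values), Bax and Eda2r, the last named after its values were seen, were higher and Cdkn1c (-0.38) was lower (4 and 1 adjusted over the list alone; camera adjusted p = 0.637). The number higher was 2 without control replicate 1, 2 or 4 and 1 when any single cKO replicate was left out, and 2 were lower without control replicate 1. Pmaip1 fell under a mean of 1 FPKM and was not tested when any single cKO replicate was left out. Bax and Eda2r lost their calls when any library except control replicate 3 was left out (adjusted p 0.0622 to 0.0978 and 0.0622 to 0.137). Of 6 compact zone genes, Hey2 was lower (log2 fold change -0.26, standard error 0.05, adjusted p = 0.00603 from limma) and Mycn higher (0.22; 1 and 2 adjusted over the list alone; camera adjusted p = 0.721), the latter a call lost when any library except control replicate 3 was left out (adjusted p 0.0627 to 0.11).

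Of 15 Notch pathway genes, Dll1, Jag2 and Hey2 were lower and Lfng was higher (3 and 1 adjusted over the list alone; camera adjusted p = 0.441). The ligand Dll1 fell from a mean of 3.83 to 2.32 FPKM (log2 fold change -0.62, standard error 0.09, adjusted p = 0.00142 from limma). Lfng (0.31) was no longer called without control replicate 3 or 4 or any 1 of the cKO replicates (adjusted p 0.0518 to 0.0954), and 5 genes were lower without control replicate 3. Of 14 genes of cardiac jelly and matrix turnover, the protease inhibitor Timp3 was lower (log2 fold change -0.51, standard error 0.05, adjusted p = 0.000264 from limma; 1 adjusted over the list alone; camera adjusted p = 0.721); 3 were lower without control replicate 3 and 2 without cKO replicate 3, and 1 was higher without control replicate 1 or 4. Of 15 genes of VEGF and coronary growth signals, Fgf9 (0.36), Pdgfa (0.31), Pdgfb (0.38) and Pgf (0.36) were higher, also when adjusted over the list alone (camera adjusted p = 0.755, with a median of -0.01 and a mean of 0.04). Without control replicate 1, 2 or 4 or cKO replicate 1, 2 or 4, 2 of them were higher, and 2 genes of the list were lower without control replicate 3 and 1 without cKO replicate 3. Pdgfa lost the call without control replicate 2 (0.29, adjusted p = 0.0501). Pdgfb lost it without control replicate 1 or 4 or any 1 of the cKO replicates (adjusted p 0.0511 to 0.0866) and with array weights (0.22, adjusted p = 0.12). Pgf lost it without control replicate 1, 2 or 4 or cKO replicate 1, 2 or 4 (adjusted p 0.0511 to 0.0954).

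The paper reports HIF-1α and NKX2-5 protein by immunostaining at other stages, and NKX2-5 and its O-GlcNAcylation also by immunoprecipitation. Levels of mRNA in whole hearts do not test those results on protein. In these libraries Hif1a was 82.7 ± 8.95 FPKM (SD, n = 4) in control hearts and 79.9 ± 2.85 FPKM (SD, n = 4) in cKO hearts (log2 fold change -0.04, standard error 0.08, adjusted p = 0.694 from limma), and Nkx2-5 was 57.7 ± 12.3 FPKM (SD, n = 4) in control hearts and 62.8 ± 2.15 FPKM (SD, n = 4) in cKO hearts (log2 fold change 0.14, standard error 0.13, adjusted p = 0.437); Nkx2-5 passed without control replicate 3 (0.27, adjusted p = 0.0453) and with array weights (0.20, adjusted p = 0.0417). Of 21 listed HIF-1 targets tested, Pdk1, Bnip3, Pgk1 and Kdm3a were lower and P4ha1 and Pfkfb4 higher (4 and 2 adjusted over the list alone; camera adjusted p = 0.441); Kdm3a and Pfkfb4 were named after their values were seen, and Pfkfb4 was not called without control replicate 1 or 4 or any 1 of the cKO replicates (adjusted p 0.0524 to 0.0621), which leaves 1 higher, nor Kdm3a without control replicate 1 or 2 or cKO replicate 1 or 4 (adjusted p 0.0516 to 0.0693). Bnip3, a mitophagy receptor, fell from a mean of 133 to 79.4 FPKM (log2 fold change -0.76, standard error 0.14, adjusted p = 0.00513 from limma), Pdk1, a kinase that restrains pyruvate dehydrogenase, fell from a mean of 52.7 to 32.3 FPKM, and P4ha1, a collagen hydroxylase, rose by 0.32. The stained markers Actn2 and Tnnt2 had log2 fold changes of -0.15 and -0.05 (adjusted p = 0.282 and 0.752 from limma), Myh11 had means of 0.235 and 0.399 FPKM and was not tested, and Pecam1 had a log2 fold change of -0.14 (adjusted p = 0.0302), a call kept without control replicate 3 and lost when any other library was left out (adjusted p 0.0507 to 0.095). Of the 5 tested genes of this list, taken from the paper and not independent evidence, 1 was lower, and 1 was higher without control replicate 3.

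Of 17 genes of the integrated stress response, Pck2 (-0.35), Slc7a5 (-0.43), Psat1 (-0.33) and Mthfd2 (-0.25) were lower (3 adjusted over the list alone; camera adjusted p = 0.443), and 3 were higher without control replicate 3; Mthfd2 lost the call without control replicate 1, 2 or 3 or cKO replicate 2, 3 or 4 (adjusted p 0.083 to 0.13). Of 12 chaperones of the endoplasmic reticulum, Creld2 was higher (0.37), a call lost when any single library was left out (adjusted p 0.0514 to 0.102) and when adjusted over the list alone (camera adjusted p = 0.835). With array weights Creld2 was at 0.23 and not called (adjusted p = 0.082). Of 10 immediate early genes, Egr1 (-0.62) and Nr4a1 (-0.20) were lower, also when adjusted over the list alone; 1 was lower without control replicate 1, 2 or 4 or cKO replicate 1, 2 or 4, where Nr4a1 lost its call (adjusted p 0.0663 to 0.0888), and 1 was higher without cKO replicate 1.

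Of 16 tested entries of erythroid markers, none passed limma, at an adjusted p under 0.05 or at an unadjusted p under 0.05. The deposited values hold 14 of the listed symbols, so some symbols had more than 1 entry. With the authors' adjusted p-values 0 passed as well (camera adjusted p = 0.308 for the set). Without control replicate 4, the library with 12.0% haemoglobin, 1 was higher and the set passed camera (adjusted p = 0.00166 at the preset correlation). With all libraries and an estimated correlation the camera adjusted p was 0.913. Hba-x and Hbb-y had log2 fold changes of 0.38 and 0.43. Of 9 leukocyte and macrophage markers, Lyve1 was higher (0.36; 0 adjusted over the list alone; camera adjusted p = 0.542), a call kept without cKO replicate 1 and lost when any other library was left out (adjusted p 0.0686 to 0.117). Of 4 neural markers, 0 passed limma and 0 had an unadjusted p under 0.05 (0 with the authors' p-values), with Tubb3 at 0.20 and Erbb3 at -0.10 (camera adjusted p = 0.998). The same 3 counts were 0 for the 3 tested liver and foregut markers (camera adjusted p = 0.721), of which Afp was at 35.2 FPKM in cKO library 3 and at most 0.0656 FPKM in the other cKO libraries. Of 4 sex-linked genes, 0 passed limma, 1 had an unadjusted p under 0.05 and 0 passed with the authors' p-values; Ddx3y and Eif2s3y had log2 fold changes of 0.24 and -0.06, and Ddx3y passed with array weights (0.46, adjusted p = 0.00721) and with the label prefix as a covariate (0.14, adjusted p = 0.0378).

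Gene entries at the lowest value of 0.001 numbered 5298 to 5478 in control and 5120 to 5230 in cKO libraries (exact two-sided permutation test, p = 0.0286), and entries of at least 1 FPKM numbered 12395 to 12516 and 12481 to 12598 (p = 0.0857 by the same exact test). Among called genes 21 were at loci shorter than 200 bases. Mir135a-1 was at means of 41.7 and 4.47 FPKM, the latter from 17.9 FPKM in cKO library 2 and the lowest value of 0.001 in the other cKO libraries, and was not called by the authors' adjusted p-values (0.069) or with the prefix OGF373 alone (0.16); Snord35b was at 70.3 and 11.6 FPKM in control and cKO hearts, and its call was lost when any single control library, or cKO replicate 1 or 3, was left out (adjusted p 0.0643 to 0.0887).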
